# The splicing regulator PTBP1 controls the activity of the transcription factor Pbx1 during neuronal differentiation

**DOI:** 10.7554/eLife.09268

**Published:** 2015-12-24

**Authors:** Anthony J Linares, Chia-Ho Lin, Andrey Damianov, Katrina L Adams, Bennett G Novitch, Douglas L Black

**Keywords:** alternative splicing, RNA binding protein, embryonic stem cells, posttranscriptional regulation, Mouse

## Abstract

The RNA-binding proteins PTBP1 and PTBP2 control programs of alternative splicing during neuronal development. PTBP2 was found to maintain embryonic splicing patterns of many synaptic and cytoskeletal proteins during differentiation of neuronal progenitor cells (NPCs) into early neurons. However, the role of the earlier PTBP1 program in embryonic stem cells (ESCs) and NPCs was not clear. We show that PTBP1 controls a program of neuronal gene expression that includes the transcription factor Pbx1. We identify exons specifically regulated by PTBP1 and not PTBP2 as mouse ESCs differentiate into NPCs. We find that PTBP1 represses Pbx1 exon 7 and the expression of the neuronal Pbx1a isoform in ESCs. Using CRISPR-Cas9 to delete regulatory elements for exon 7, we induce Pbx1a expression in ESCs, finding that this activates transcription of neuronal genes. Thus, PTBP1 controls the activity of Pbx1 to suppress its neuronal transcriptional program prior to induction of NPC development.

**DOI:** http://dx.doi.org/10.7554/eLife.09268.001

## eLife digest

The neurons that transmit information around the nervous system develop in several stages. Embryonic stem cells specialize to form neuronal progenitor cells, which then develop into neurons. These cell types have different characteristics, in part because they make different proteins or different versions of the same proteins.

To make a protein, the DNA sequence of a gene is used to build a molecule of ribonucleic acid (RNA) that acts as a template for the protein. However, not all of this sequence codes for the protein. The non-coding regions must be removed from the RNA, and the remaining “exons” joined together to form the final “mRNA” template. Not all of the exons are necessarily included in the final mRNA molecule. By joining together different combinations of exons, several different versions of a protein can be produced from a single gene. This process is known as alternative splicing.

One way that alternative splicing is controlled is through proteins that bind to RNA and determine which exons are included or excluded from the final mRNA molecule. PTBP1 is an RNA-binding protein that controls alternative splicing in embryonic stem cells and neuronal progenitor cells. Embryonic stem cells have the ability to develop into all the cells of the body. In contrast, neuronal progenitor cells are restricted in their development and only give rise to specialized cells of the nervous system. The role of PTBP1 in these properties was not clear.

Linares et al. have now used a range of techniques to study the RNA molecules produced in these two cell types and how these RNAs change when PTBP1 is removed. This identified many RNAs whose splicing is regulated by PTBP1, including mRNAs of the gene that produces a protein called Pbx1, which is an important regulator of neuronal development.

Further investigation revealed that PTBP1 prevents a particular exon being included in the mRNA template for Pbx1. This creates an embryonic stem cell form of Pbx1 that does not affect neuronal genes. Removal of PTBP1 allows splicing of the Pbx1 exon and produces a version of Pbx1 that is found in neuronal progenitor cells and which turns on neuronal genes. Thus, through its action on Pbx1, one role of PTBP1 is to enable stem cells to maintain their non-neuronal properties and prevent their premature development into neuronal progenitor cells.

The gene for Pbx1 is only one of many genes controlled by PTBP1 at the level of splicing. One challenge for the future will be to understand how these genes work together in a common program that determines the properties of stem cells. Another question regards how the different Pbx1 proteins in stem cells and in neuronal progenitors can exert different effects in the cells where they are made.

**DOI:** http://dx.doi.org/10.7554/eLife.09268.002

## Introduction

Alternative splicing is an important form of gene regulation during tissue development. In the mammalian nervous system, large scale changes in splice site choice produce many new mRNAs encoding protein isoforms with different structures and functions that are specific to neurons (Li et al., 2007; Licatalosi and Darnell, 2006; Norris and Calarco, 2012a; Raj and Blencowe, 2015a; Yap and Makeyev, 2013; Zheng and Black, 2013). These splicing patterns are regulated in a temporal and cell-specific manner by the expression of specialized pre-mRNA binding proteins (RBPs) (Black, 2003; Braunschweig et al., 2013; Fu and Ares, 2014; Lee and Rio, 2015). Several RBPs have been shown to control the expression of isoforms essential for neuronal development and maturation (Charizanis et al., 2012; Gehman et al., 2011; Gehman et al., 2012; Li et al., 2014; Licatalosi et al., 2012; Yano et al., 2010; Jensen et al., 2000a; Iijima et al., 2011a; Ince-Dunn et al., 2012b; Quesnel-Vallières et al., 2015b). However, the complex programs of splicing affecting neuronal development are only beginning to be characterized, and the cellular functions of the regulated isoforms are often poorly understood.

The polypyrimidine tract binding (PTB) proteins, PTBP1 and PTBP2, regulate a large set of splicing events during neuronal differentiation (Keppetipola et al., 2012). PTBP1 is expressed in neuronal progenitor cells and many non-neuronal cells. Upon neuronal differentiation, PTBP1 expression is repressed allowing the induction of PTBP2 and the initiation of a neuronal splicing program that is essential for neuronal maturation and survival (Boutz et al., 2007; Li et al., 2014; Licatalosi et al., 2012; Makeyev et al., 2007; Tang et al., 2011; Zheng et al., 2012; Gueroussov et al., 2015c). In addition to splicing, the PTB proteins affect other aspects of posttranscriptional regulation in neurons, including miRNA targeting (Xue et al., 2013; Yap et al., 2012). It has been shown that depletion of PTBP1 from fibroblasts is sufficient to drive cells towards a neuronal phenotype (Xue et al., 2013). As neurons mature, PTBP2 expression is eventually reduced, giving rise to an adult neuronal splicing program (Li et al., 2014; Licatalosi et al., 2012; Tang et al., 2011; Zheng et al., 2012). Together, these transitions in PTBP1 and PTBP2 expression define three phases of neuronal maturation each with different splicing programs.

PTBP1 and PTBP2 are encoded on separate genes and have very similar sequences and RNA-binding properties (Markovtsov et al., 2000; Oberstrass et al., 2005). These proteins target overlapping but not identical sets of splicing events (Boutz et al., 2007; Li et al., 2014; Llorian et al., 2010; Tang et al., 2011; Zheng et al., 2012). Some exons are responsive to both proteins (Boutz et al., 2007; Li et al., 2014; Spellman et al., 2007; Zheng et al., 2012). In these cases, PTBP1 and PTBP2 serve to repress adult splicing patterns during neuronal maturation, yielding isoforms that are expressed only after PTBP2 levels have declined. In other cases, exons are more sensitive to PTBP1 and shift their splicing when PTBP1 is shut off early in neuronal differentiation even though PTBP2 is present (Boutz et al., 2007; Makeyev et al., 2007; Markovtsov et al., 2000; Tang et al., 2011). PTBP1 is known to regulate splicing in a wide variety of cell-types, and much of the work on PTBP1 targeting has used non-neuronal cell lines such as HeLa cells (Llorian et al., 2010; Spellman et al., 2007; Xue et al., 2009; Xue et al., 2013). The role of the PTBP1-specific splicing program in early progression along the lineage to neuronal progenitor cells has not been examined.

Directed differentiation of embryonic stem cells (ESCs) provides a versatile model for the study of neuronal commitment, differentiation, and maturation. These systems have illuminated a wide range of genetic contributors to neuronal phenotype including epigenetic modifiers, transcription factors, miRNAs, and signaling molecules (Temple, 2001; Louvi and Artavanis-Tsakonas, 2006a; Kosik, 2006b; Hirabayashi and Gotoh, 2010; Ronan et al., 2013a). Here we use mouse ESC culture to characterize the PTBP1 splicing program during early neuronal differentiation. We identify a diverse set of splicing events regulated by PTBP1, including an alternative exon in the homeodomain transcription factor Pbx1, whose switch in splicing induces a neuronal transcriptional program early in neuronal development.

## Results

### The transition in PTB protein expression occurs during in vitro neuronal differentiation

To examine PTBP1 and PTBP2 expression in anin vitro model of neuronal development, we differentiated mouse embryonic stem cells (ESCs) into motor neurons (MNs). Mouse ESCs (Day -2) were grown in aggregate culture for two days to form embryoid bodies (EBs; Day 0), which were then treated with retinoic acid (RA) and a Sonic hedgehog (Shh) pathway agonist for 5 days to induce MN formation (Wichterle et al., 2002; Adams et al., 2015d). To facilitate MN identification and isolation, we used a mouse ESC line that expresses eGFP under the control of the MN specific HB9 promoter (Wichterle et al., 2002). At Day 5, the GFP+ embryoid bodies were dissociated and MNs plated onto Matrigel in the presence of neurotrophic factors to permit further MN maturation (Figure 1A).

**Figure 1.**
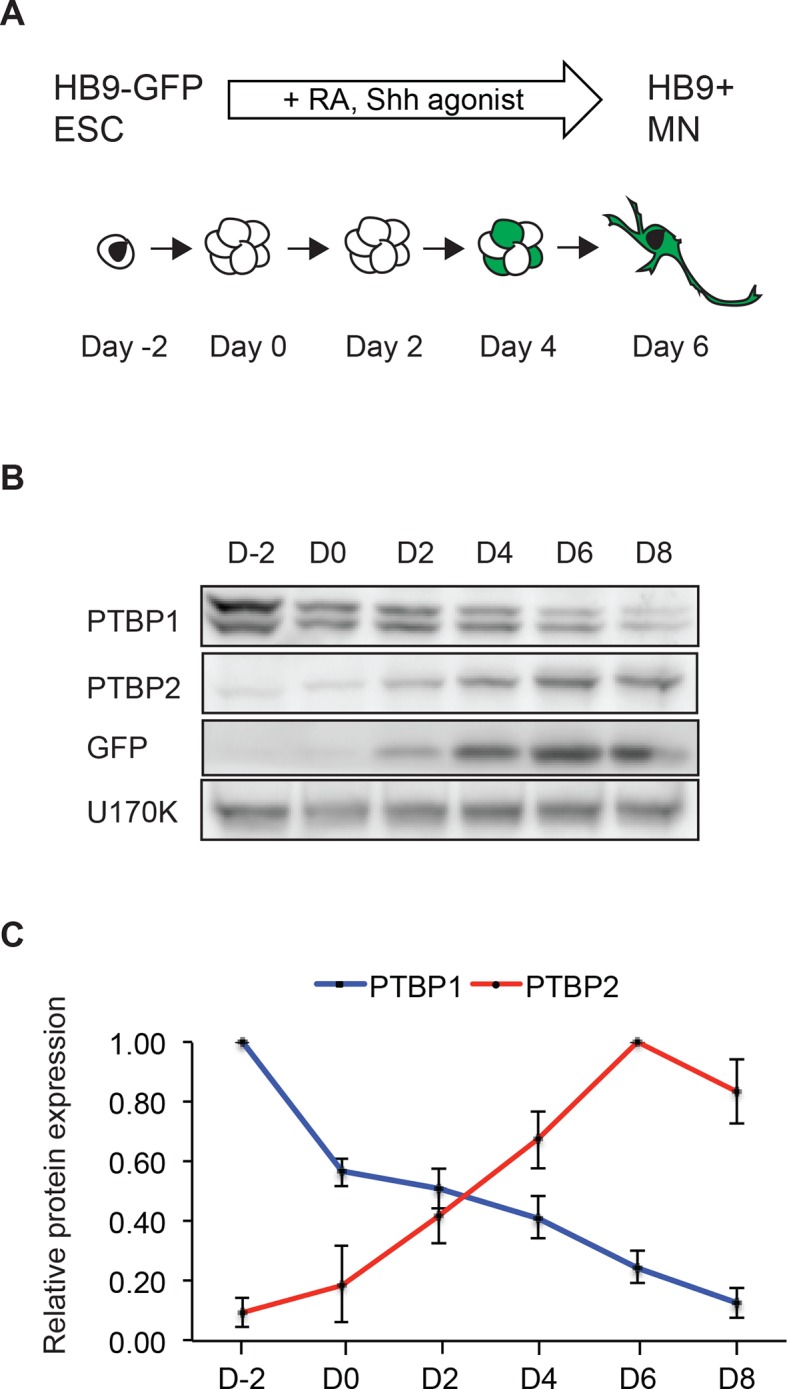
The transition in PTB protein expression occurs during in vitro neuronal differentiation. (**A**) HB9-GFP ESCs express eGFP under the MN-specific promoter HB9. The addition of retinoic acid (RA) and a Sonic hedgehog (Shh) agonist drives MN differentiation. (**B**) Western blot shows the loss of PTBP1 protein and gain of PTBP2 and GFP proteins as ESCs differentiate into HB9+ MNs. U170K served as a loading control. (**C**) Quantification of relative PTBP1 and PTBP2 protein expression across MN differentiation. Error bars represent standard error of the mean (SEM, n=2). **DOI:** http://dx.doi.org/10.7554/eLife.09268.003 10.7554/eLife.09268.004Figure 1—source data 1.Splicing changes identified by RNA-seq during ESC neuronal differentiation.**DOI:** http://dx.doi.org/10.7554/eLife.09268.004

**Figure 1—figure supplement 1.**
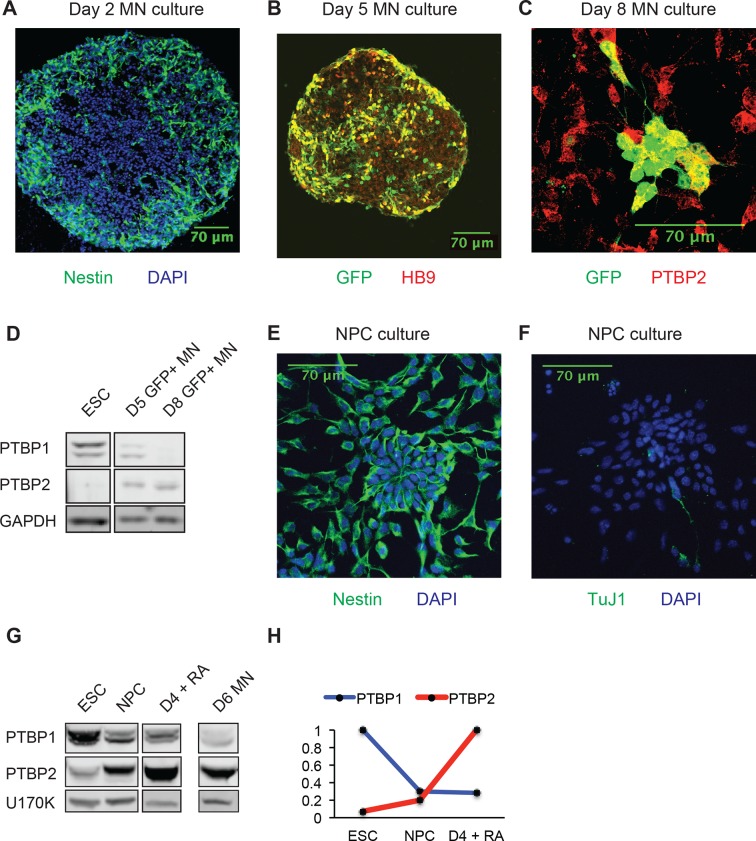
Transitions in PTB protein expression as ESCs differentiate into MNs, NPCs, and neurons. (**A**) Day 2 MN cultures express Nestin. (**B**) Day 5 MN cultures co-express GFP and HB9. (**C**) Day 8 MN cultures co-express GFP and PTBP2. (**D**) Western blot of PTBP1 and PTBP2 protein expression in ESCs, sorted Day 5 GFP+ MNs, and sorted Day 8 GFP+ MNs. GAPDH served as a loading control. (**E**) NPC cultures homogenously express the progenitor marker Nestin, (**F**) while very few cells express the neuronal marker TuJ1. (**G**) Western blot and (**H**) quantification of PTBP1 and PTBP2 as ESCs differentiate into NPCs, Day 4 RA-derived neurons, and Day 6 MN cultures. U170K served as a loading control. Borders of western blots indicate different lanes within the same gel. **DOI:** http://dx.doi.org/10.7554/eLife.09268.005

**Figure 1—figure supplement 2.**
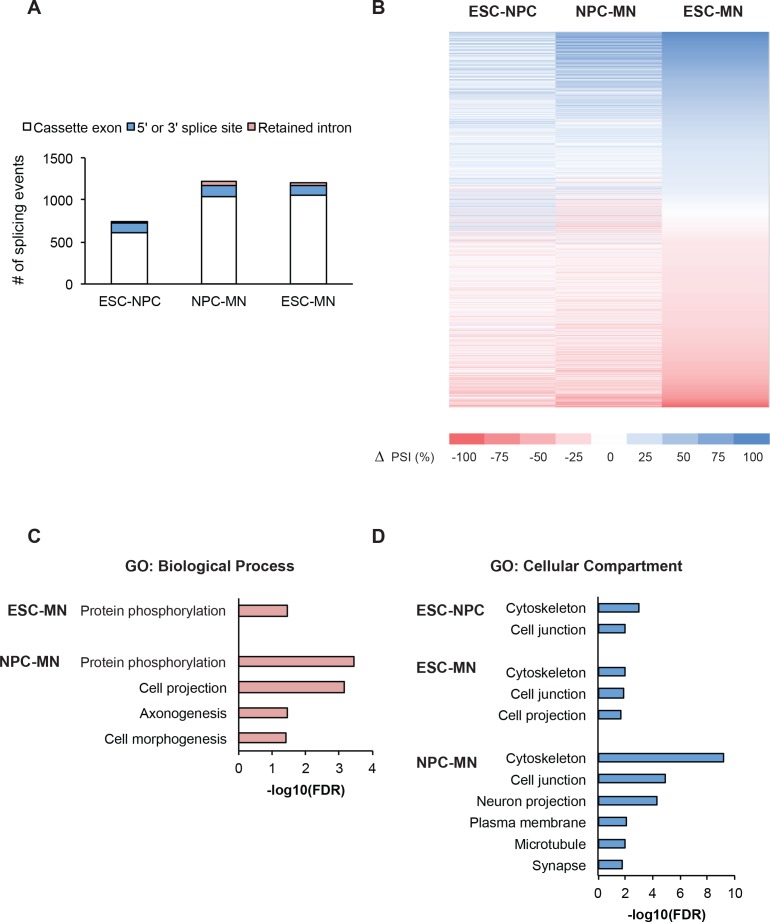
Transitions in alternative splicing occur during neuronal differentiation. (**A**) Alternative splicing events in ESCs, NPCs, and GFP+ MNs were quantified using SpliceTrap (Wu et al., 2011). Bar graph and (**B**) heat map of cassette exons, 5’ and 3’ splice sites, and retained introns whose splicing differs between each sample pair (ΔPSI ≥ 15%) (Figure 1—source data 1). (**C**, **D**) Gene ontology analyses of genes showing the differential splice events compared to all expressed genes were performed using DAVID (FDR<0.05) (Huang et al., 2009a). **DOI:** http://dx.doi.org/10.7554/eLife.09268.006

Similar to observations in the brain, as ESCs differentiate into MNs, PTBP1 expression declines, while PTBP2 expression is induced (Figure 1B and C) (Boutz et al., 2007; Tang et al., 2011; Zheng et al., 2012). By immunofluorescence, Day 2 MNs express the progenitor marker Nestin, whereas Day 5 GFP+ cells express the postmitotic MN marker HB9 and the neuronal marker TuJ1 (Figure 1—figure supplement 1A and B, and data not shown). The presence of PTBP2 in GFP+ cells was also seen by immunofluorescence (Figure 1—figure supplement 1C). To monitor PTBP1 and PTBP2 protein specifically in the differentiated neurons, we used fluorescence-activated cell sorting (FACS) to isolate GFP+ cells at Days 5 and 8. By western blot, these GFP positive cells express low amounts of PTBP1 and high levels of PTBP2 at Day 5. At Day 8 only trace amounts of PTBP1 are found, while PTBP2 expression remains high (Figure 1—figure supplement 1D). We did not observe the late decline in PTBP2 expression that occurs during neuronal maturationin vivo. This decline in PTBP2 expression may take place with longer culture times, or cells may not fully mature in this system. These results show that the switch from PTBP1 to PTBP2 expression occurs during MN differentiation, similar to earlier observations in the developing cortex.

We previously observed high levels of PTBP1 and low levels of PTBP2 in neuronal progenitor cells (NPCs) (Boutz et al., 2007; Li et al., 2014; Licatalosi et al., 2012). Nestin+ NPCs are observed early in EB cultures, but these cells could not be isolated in pure populations (Figure 1—figure supplement 1A). To examine NPCs in more detail, ESCs were grown in N2B27 media and expanded in the presence of EGF and FGF, to yield cultures where greater than 80% of the cells were Nestin+ and with very few TuJ1+ neurons (Conti et al., 2005; Ying et al., 2003) (Figure 1—figure supplement 1E and F). We examined both the Hb9-GFP line and the 46C ESC line used in the original monolayer NPC protocol, finding minimal differences in marker staining (Ying et al., 2003). By western blot, we found that both PTBP1 and PTBP2 proteins were expressed in these NPC cultures. As these NPCs were differentiated into neurons with retinoic acid, PTBP1 protein expression was lost while PTBP2 protein was induced (Figure 1—figure supplement 1G and H). The EB and monolayer culture systems likely give rise to different neuronal populations with differences in gene expression attributable to different neuronal types (Gaspard et al., 2009; Wichterle et al., 2002; Lee et al., 2000b; Murashov et al., 2005a; Su et al., 2006c; Salero and Hatten, 2007). Nevertheless, the transition in PTBP1-PTBP2 protein expression is common to both models of in vitro neuronal development, as well as embryonic brain.

We next examined alternative splicing patterns under different states of PTBP1 and PTBP2 expression. Poly-A plus RNA was isolated from undifferentiated ESCs (high PTBP1 and low PTBP2), Nestin+ progenitor cells (intermediate PTBP1 and PTBP2), and post-mitotic HB9-GFP+ MNs (low PTBP1 and high PTBP2). 

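The RNA of each cell type was read as 1 strand-specific poly-A library, so the ESC, NPC and MN values have no replicates. The paper describes all 3 cell types as HB9-GFP cells, a line in which GFP marks MNs, whereas the growth protocol in the sample labels names 46C ESCs and the series description names HB9-GFP. The MNs were sorted for GFP on Day 5 of differentiation in embryoid bodies, whereas the NPCs were made in a monolayer protocol and kept in EGF and FGF, so that they are not a stage which these MNs passed through. For each library the authors mapped the reads to the exon duos and trios of the SpliceTrap database on build mm9 and deposited 3 kinds of value for each of 228333 splicing events: a fraction, which is the percent spliced in (PSI) once multiplied by 100, the counts of reads across each junction, and the coverage signal of each exon. The events are 218362 cassette exons, 5602 alternative 3’ splice sites, 3179 alternative 5’ splice sites and 1190 retained introns. Summed over all events, the junctions held 164768910 reads in ESCs, 139545903 in NPCs and 121271411 in MNs, where a read can count in several events. An event was taken as measured in a pair of cell types when at least 20 junction reads covered it in each of the 2 libraries, and as changed when its PSI then differed by at least 15 percentage points. This is a size rule and not a test of the cell types. Inclusion was also computed from the junction reads alone, as the mean of the upstream and downstream junctions over that mean plus the skipping reads, with exact Clopper-Pearson 95% intervals. Fisher’s exact test, 2-sided and with Benjamini-Hochberg adjustment over the measured events of a pair, compared the reads of the 2 libraries. Intervals and tests cover counting error only, and say nothing of the spread between cultures. Gene expression was read as the junction reads of a gene, each junction counted once, scaled to 1000000 (RPM) of the 78546097 such reads in ESCs, 66459613 in NPCs and 57579412 in MNs. Events were assigned to genes by the GENCODE annotation of the mm9 sequence, which named 98.0% of them.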

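Genes of the PTB proteins and of cell identity separated the 3 libraries. Ptbp1, which encodes a splicing regulator of progenitors and non-neuronal cells, had 952 RPM in ESCs, 493 in NPCs and 82.1 in MNs. Its MN level was 0.0863 of the ESC level (95% interval 0.0838 to 0.0889). Ptbp2, its neuronal paralog, had 29.5, 93.9 and 269 RPM in the same order, and was 9.12 times higher in MNs than in ESCs (8.73 to 9.54). All 21 pluripotency genes with junctions were highest in ESCs. Among them Pou5f1, which encodes the pluripotency factor Oct4, had 965 RPM in ESCs, 48.6 in NPCs and 0.955 in MNs. Of 24 motor neuron genes, 23 were highest in MNs, where Mnx1, the gene of HB9, had 51.4 RPM, Lhx3, a LIM homeodomain factor of motor neurons, 141, and Chat, the enzyme of acetylcholine synthesis, 209.7. The exception was Nefh, a neurofilament subunit, with 12.1 in ESCs and 3.18 in MNs. Of 13 progenitor genes that stand in no other list, 12 were highest in NPCs, including Nes, which encodes Nestin, at 115 and Fabp7, a fatty acid binding protein of radial glia, at 1258. Pax6 was the exception, with 9.12 in NPCs and 17.7 in MNs. The NPC library was also the highest for 24 of 27 fibroblast genes that stand in no other list. Among them Col3a1, a collagen of connective tissue, had 4867 RPM against 4.09 in ESCs and 3.21 in MNs. The NPC library was the highest for 21 of 24 genes of endoderm and mesoderm. Of 12 glial genes that stand in no other list, 7 were highest in NPCs and the other 5 in MNs. Genes without introns have no junctions and were not measured, and ratios carry exact conditional binomial intervals.

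**Figure D1:**
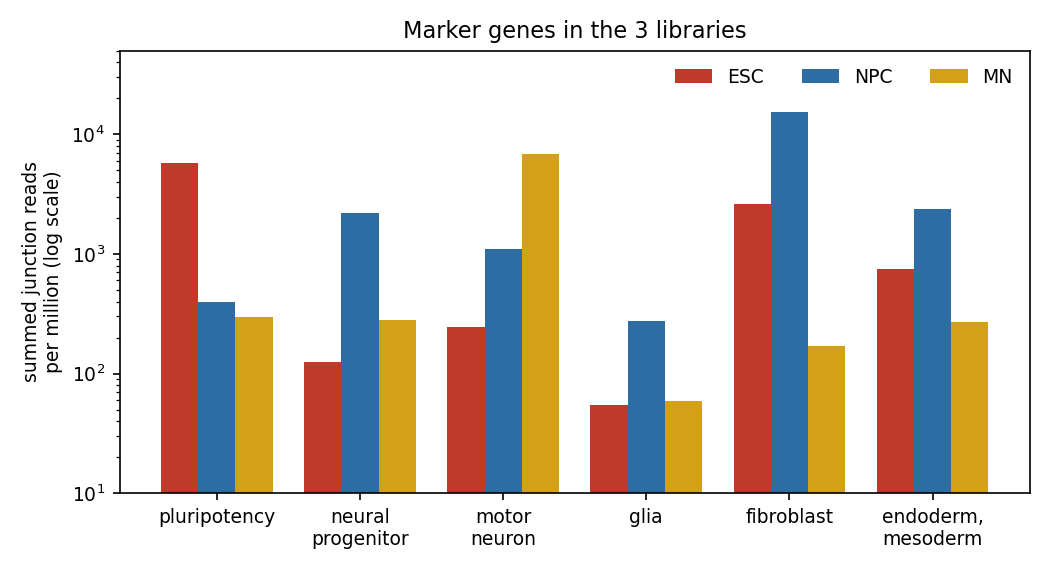
Summed RPM in the ESC, NPC and MN libraries of the genes of each marker list that stand in no other list. The axis is logarithmic and each bar is 1 library. The fibroblast genes sum to 15523 in NPCs and to 2612 in ESCs, and the motor neuron genes to 6787 in MNs.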

Strand specific libraries for each cell type were subjected to 100 nt paired-end sequencing to generate 200 to 250 million mapped reads per sample. Alternative splicing events were quantified using SpliceTrap to identify cassette exons, 5’ and 3’ splice sites, and retained introns that differ between all sample pairs (Wu et al., 2011). PSI values for the HB9 and 46C cell lines were highly correlated (R^2^ = 0.92 and 0.90 in ESCs and NPCs respectively), indicating that the two cell lines are similar in splicing phenotype (data not shown). Differentially spliced events were filtered for p-value below 0.05 and ranked by the change in percent spliced in value (ΔPSI). Using a ΔPSI cutoff of 15%, we identified a large set of alternative splicing events that change across neuronal differentiation (Figure 1—figure supplement 2A and B). 

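Between ESCs and MNs, 6 of the 8 cassette exons with the largest rises in PSI had at most 27 nt. An exon of 18 nt in Kif1b, a kinesin that carries cargo along axons, rose from 0.1% in ESCs to 99.3% in MNs, and an exon of 15 nt in Dctn1, the large subunit of dynactin, rose from 0.5% to 98.2%. Daam1, a formin that assembles actin, gained an exon of 27 nt (0.9% to 99.6%), and Madd, an exchange factor of Rab GTPases, one of 63 nt (0.1% to 98.7%). Other exons fell: one of 84 nt in Erc1, a scaffold of the presynaptic active zone, from 96.9% to 2.0%, one of 108 nt in Gphn, the scaffold of inhibitory synapses, from 99.9% to 6.5%, and one of 24 nt in Tet2, an enzyme that oxidizes methylated DNA, from 99.7% to 5.5%. An exon of 93 nt in Mtap2, a microtubule-associated protein of dendrites, fell from 99.9% to 1.4%, with 27 junction reads in ESCs. Exons of 3 to 27 nt, called microexons, changed as a group: of 658 measured, 161 rose and 20 fell. This is 27.5% of them, against a mean of 2.70% in 10000 random sets of longer exons matched on junction reads (central 95% 1.52 to 3.95). Among exons that the event database lists as alternative 57.9% of 271 microexons changed against a random mean of 22.5%, a smaller ratio. In all, 3763 of 132706 measured events changed between ESCs and MNs, of which 3083 were cassette exons, 291 were alternative 3’ splice sites, 200 were alternative 5’ splice sites and 189 were retained introns. Of the changed cassette exons, 1260 rose and 1823 fell in MNs, a share of 40.9% that rose (95% interval 39.1 to 42.6). This interval treats the events as independent, although they hold only 2731 distinct exons, and is thus too narrow. The excess of falls lies mostly in exons listed as constitutive (504 up, 1032 down), since among those listed as alternative 756 rose and 791 fell. Retained introns went the other way, with 168 that rose and 21 that fell among 695 measured. All 8 of the largest rises and all 8 of the largest falls kept a difference of at least 15 points on junction reads alone (App, the amyloid precursor, fell from 99.6% to 5.7% by PSI and from 100% to 81.3% on junction reads in the event listed as constitutive, while the event of the same exon listed as alternative fell from 90.3% to 1.69% on junction reads), as did 87.1% of the changed cassette exons that the event database lists as alternative and 30.2% of those it lists as constitutive.

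**Figure D2:**
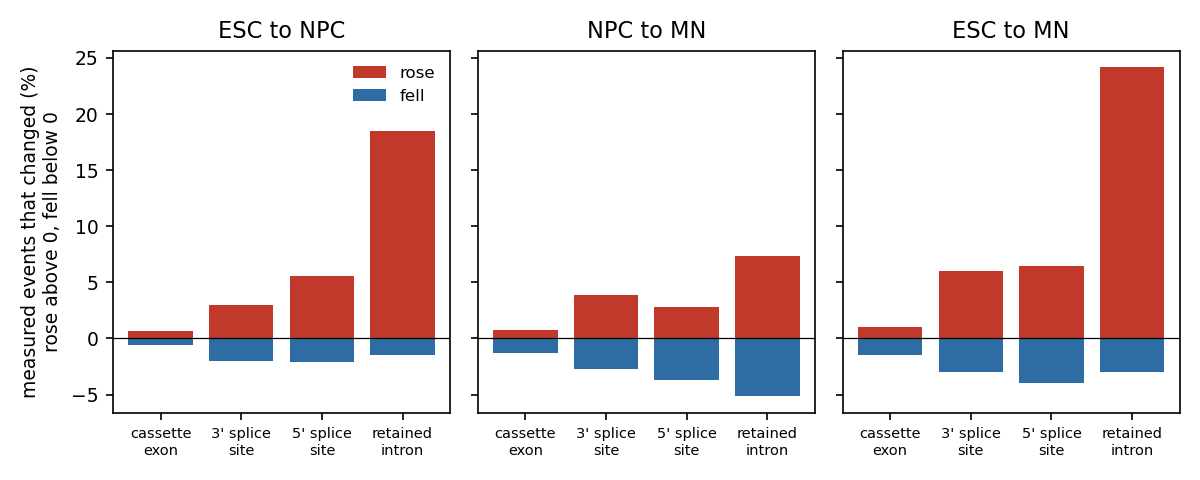
Percent of measured events of each class whose PSI rose or fell by at least 15 percentage points, for each pair of cell types. Among retained introns from ESCs to MNs the bars stand for 168 rises and 21 falls.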

With these filters 1201 differential splicing events were identified between ESCs and MNs, 1218 differential events between NPCs and MNs, and 750 differential events between ESC and NPC (Figure 1—source data 1). 

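NPCs differed from both ESCs and MNs in single exons, and these comparisons also set 2 culture protocols side by side. From NPCs to MNs, an exon of 42 nt in Tpd52, a regulator of vesicle traffic, rose from 9.3% to 96.0%, one of 33 nt in Wdr35, a protein of ciliary transport, rose from 10.5% to 98.4%, and one of 93 nt in Arhgap39, a GTPase-activating protein, fell from 83.3% to 3.4%. From ESCs to NPCs, an exon of 75 nt in Srr, which encodes serine racemase, rose from 6.6% to 85.0%, and one of 93 nt in Ect2, an exchange factor of Rho needed for cytokinesis, fell from 98.4% to 21.9%. Tead1, a transcription factor of the Hippo pathway, has an exon of 12 nt that rose from 8.2% in ESCs to 75.7% in NPCs and fell to 18.5% in MNs. Macf1, a linker of microtubules and actin, has one of 18 nt that fell from 92.4% in ESCs to 44.3% in NPCs and rose to 92.8% in MNs. In the same NPC library the fibroblast gene Sparc, a matrix glycoprotein, had 1655 RPM, against 423 in ESCs and 11.2 in MNs. Between NPCs and MNs, 3334 of 145821 measured events changed, in 2063 genes, and 2868 of these events were cassette exons, of which 1083 rose and 1785 fell. Among those that the event database lists as alternative 683 rose and 662 fell, and among those it lists as constitutive, of which 28.4% keep 15 points on junction reads alone, 400 rose and 1123 fell. Between ESCs and NPCs, 2224 of 139951 events changed, in 1533 genes, with 1752 cassette exons, of which 938 rose and 814 fell. Among those listed as alternative 459 rose and 412 fell, but 408 rose and 410 fell on junction reads alone. Among those listed as constitutive 479 rose and 402 fell, and 189 and 152 on junction reads. The changed events between ESCs and MNs lie in 2282 genes. Fisher’s exact test at an adjusted p under 0.05 was passed as well by 1754 of the changed events between ESCs and MNs, 1371 between NPCs and MNs and 774 between ESCs and NPCs. Of the 8 largest rises and the 8 largest falls, 8 and 4 kept 15 points on junction reads alone from NPCs to MNs, and 2 and 3 from ESCs to NPCs, and the exons of Tpd52, Wdr35, Arhgap39, Srr and Ect2 are among these. In data simulated from the ESC and MN cassette exons the size rule took 646 of 126264 unchanged exons (0.512%) as changed. In the real libraries of this pair it counted 3083 cassette exons, so counting error alone may stand behind a part of them. The rule found 84.5% of 200 simulated changes of 20 points. The simulated PSI was the share of junction reads, so these rates leave out errors of the SpliceTrap model that gave the deposited PSI.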

To identify enriched functional categories, transcripts exhibiting differential splicing were compared to the total expressed transcript set by Gene Ontology analyses (Huang et al., 2009a). Differential splicing events between NPCs and MNs were enriched (FDR<0.05) in biological processes and cellular compartments relevant to neuronal differentiation such as cell projection organization, axonogenesis, and cell morphogenesis (Figure 1—figure supplement 1C and D). It is expected that a subset of these splicing changes are the result of changes in PTBP1 and PTBP2 expression.

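Genes of all 8 functional lists held changed exons between NPCs and MNs more often than random lists of genes. Those of the cytoskeleton and of cell junctions had the highest shares. Of the axon genes, Slit2, a secreted guidance cue, has an exon of 12 nt that rose from 16.9% in NPCs to 99.9% in MNs, and Sema6d, a semaphorin, has one of 168 nt that fell from 88.3% to 17.7%. Among cell junction genes, an exon of 27 nt in Ptprf, a receptor phosphatase of adhesion sites, rose from 10.3% to 98.2%, and one of 600 nt in its relative Ptprs fell from 95.8% to 8.8%. Of the cytoskeleton genes, Epb4.1l3, a linker of membrane and actin, gained an exon of 36 nt (16.2% to 92.9%), and Sorbs2, an adaptor at actin fibers, one of 1581 nt (20.4% to 98.5%). At least 1 changed cassette exon was found in 35 of 65 measured axon genes (53.8%), against a mean of 18.9% in 10000 random lists matched on junction reads, with 42 exons that rose and 35 that fell. The cell junction and adhesion list had 38 of 63 such genes (60.3%, random mean 18.5%), with 56 exons up and 26 down, and the cytoskeleton list 52 of 84 (61.9%, random mean 18.8%), with 62 up and 62 down. Synapse genes had 42 of 79 (53.2%, random mean 17.4%), among them Bin1, a membrane-bending protein of endocytosis, whose exon of 93 nt rose from 17.4% to 91.7%. GTPase signaling genes had 40 of 82 (48.8%, random mean 18.3%), among them Dock9, an exchange factor of Cdc42, whose exon of 8 nt rose from 6.3% to 96.2%. Kinases and phosphatases had 39 of 86 (45.3%, random mean 18.7%), among them Src, whose neuronal exon of 18 nt rose from 20.2% to 90.9%. Transcription and chromatin genes had 33 of 82 (40.2%, random mean 19.1%), among them Mef2d, an activity-dependent factor, whose exon of 21 nt rose from 27.9% to 86.9%. Splicing and RNA-binding genes had 25 of 83 (30.1%, random mean 20.1%, percentile 98.6). As controls, 2 of 61 mitochondrial respiration genes (3.28%) and 2 of 75 ribosomal protein genes (2.67%) had a changed exon. In the NPC library the fibroblast gene Col1a1, a collagen, had 988 RPM, against 2.26 in MNs. When random lists were matched on the number of events per gene as well, their means were higher for 7 lists, at 28.8% for axon genes, 31.0% for cell junctions, 27.3% for the cytoskeleton, 26.2% for synapses, 29.8% for GTPase signaling, 26.5% for kinases and 27.8% for transcription, and 19.4% for splicing. All 8 functional lists stayed above the central 95% of these, and the 2 control lists then lay within the random range (percentiles 53.7 and 41.8). Random lists were not matched on exons that the event database lists as alternative. Of those 17.8% changed between NPCs and MNs, against 1.16% of exons listed as constitutive. The splicing list fell inside the central 95% at cutoffs of 20 or 30 points, at a minimum of 50 reads or on junction reads alone (percentiles 92.9, 79.1, 96.0 and 81.9).

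**Figure D3:**
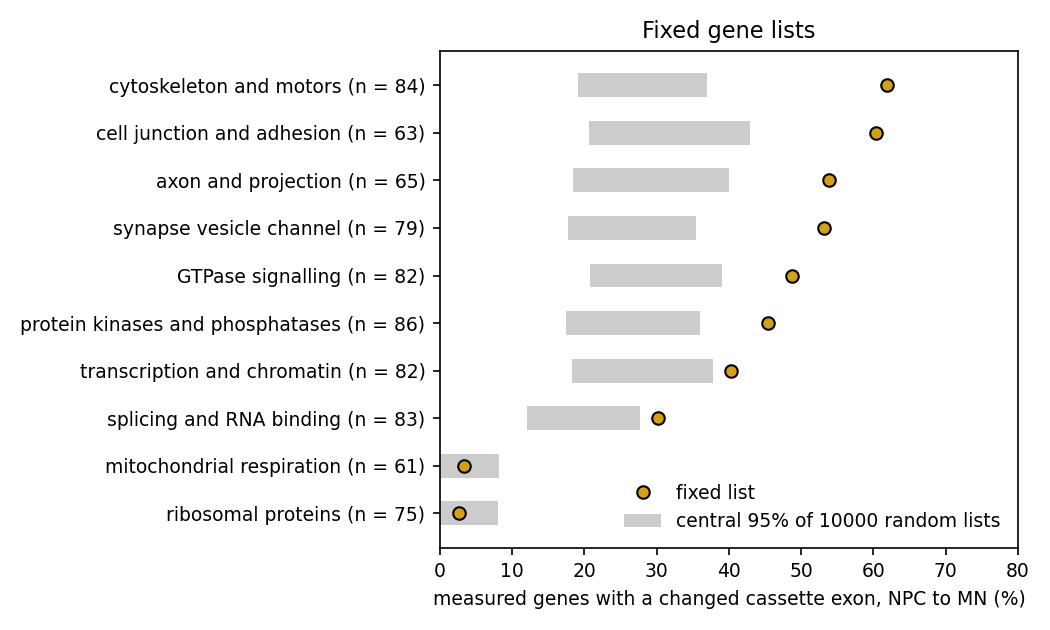
Percent of measured genes of each fixed list with at least 1 changed cassette exon between NPCs and MNs (points), beside the central 95% of 10000 random lists matched on junction reads and number of events (bars). The cytoskeleton list stands at 61.9%, where the mean of its random lists is 27.3%, and the ribosomal protein list at 2.67%.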

### PTBP1 regulates a large set of neuronal exons in ESCs and NPCs

To identify neuronal splicing events controlled by the PTB proteins and in particular PTBP1, RNAi knockdowns were performed with two independent sets of control, PTBP1, and PTBP2 siRNAs. PTBP1 siRNA treatment depleted the protein by 80% (n=3) and 85% (n=2) in ESCs and NPCs respectively (Figure 2A and B). As seen previously, PTBP1 depletion induced PTBP2 protein expression by four-fold (Boutz et al., 2007; Makeyev et al., 2007; Spellman et al., 2007) (Figure 2B). This change in PTBP2 expression is comparable to the 3 and 13-fold increases in PTBP2 protein seen when ESCs differentiate into NPCs and Day 4 RA-derived neurons (Figure 1—figure supplement 2G). To assess the effect of PTBP2, we performed PTBP1/2 double knockdowns to remove 84% and 93% PTBP2 in ESCs and NPCs respectively (Figure 2A and B). 50 nt paired-end RNA sequencing was performed on the control and knockdown samples, and the splicing was analyzed with SpliceTrap. PSI values between the siRNA pairs showed a strong correlation (R^2^ = 0.97 for each pair, data not shown), and the samples were pooled to increase read depth.

**Figure 2.**
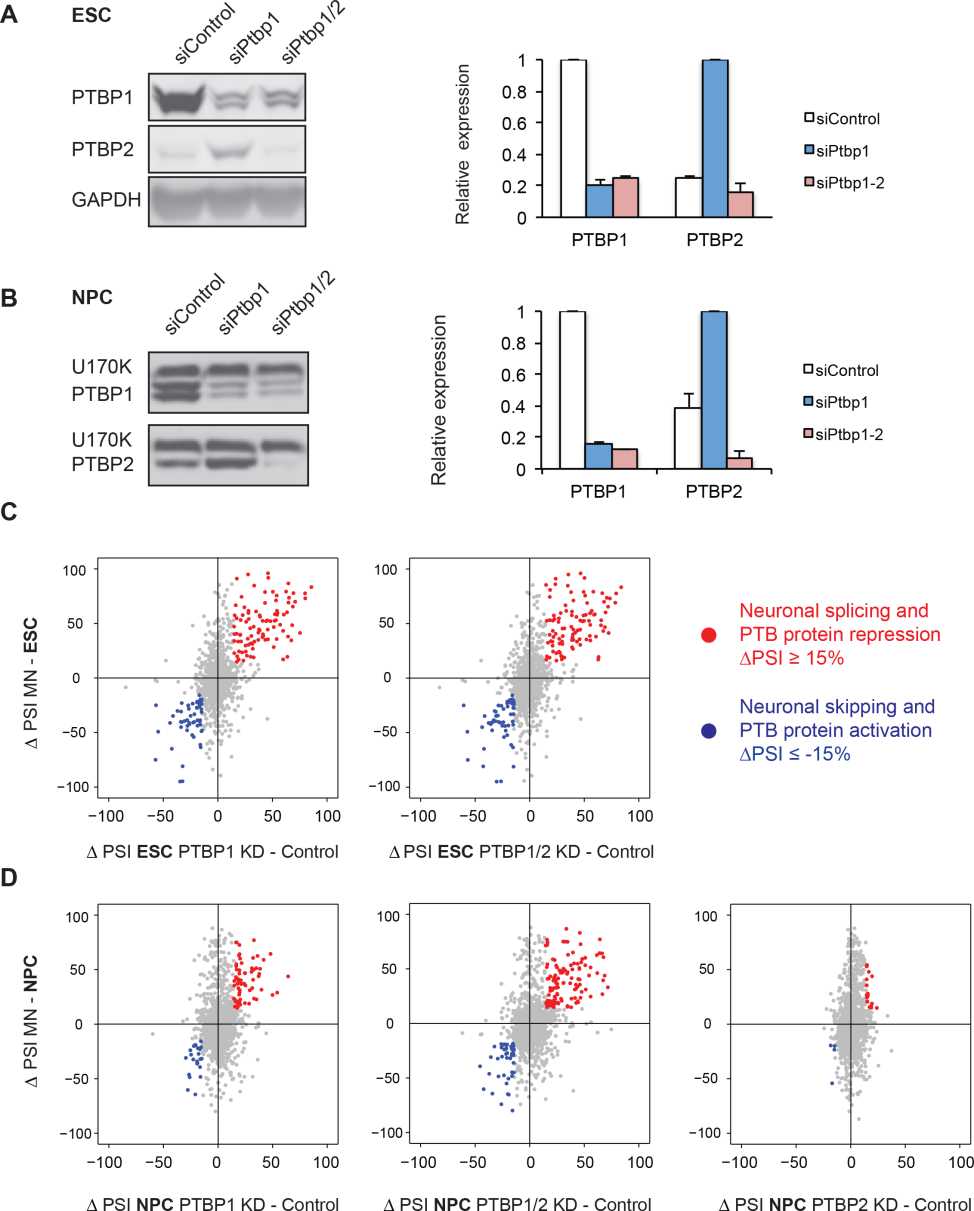
PTBP1 regulates a large set of neuronal exons in ESCs and NPCs. (**A**, **B**) Left: Western blots of ESCs and NPCs treated with siControl, siPtbp1, or both siPtbp1 and siPtbp2. Similar results were obtained with an independent set of siRNAs. Right: Bar graphs showing the relative PTBP1 and PTBP2 protein expression ± SEM following siRNA treatment in ESCs (n=3) and NPCs (n=2). Cells with the highest level of either protein are normalized to 1. (**C**) Scatter plots compare the splicing changes in individual exons resulting from PTB protein depletion in ESCs (X-axis) with splicing changes between ESCs and MNs (Y-axis) ( Figure 2—source data 2). (**D**) Scatter plots compare the splicing changes resulting from PTB protein depletion in NPCs (X-axis) with splicing changes between NPCs and MNs (Y-axis) ( Figure 2—source data 4). (**C**, **D**) Data points in red correspond to neuronally spliced exons that are PTB protein repressed (ΔPSI ≥ 15%). Data points in blue correspond to neuronally skipped exons that are PTB protein activated (ΔPSI ≤ -15%). Data points in grey correspond to the other cassette exons measured by SpliceTrap. **DOI:** http://dx.doi.org/10.7554/eLife.09268.007 10.7554/eLife.09268.008Figure 2—source data 1.Splicing changes identified by RNA-seq following PTB protein depletion in ESCs.**DOI:** http://dx.doi.org/10.7554/eLife.09268.008 10.7554/eLife.09268.009Figure 2—source data 2.Neuronal cassette exons regulated by the PTB proteins in ESCs.**DOI:** http://dx.doi.org/10.7554/eLife.09268.009 10.7554/eLife.09268.010Figure 2—source data 3.Splicing changes identified by RNA-seq following PTB protein depletion in NPCs.**DOI:** http://dx.doi.org/10.7554/eLife.09268.010 10.7554/eLife.09268.011Figure 2—source data 4.Neuronal cassette exons regulated by the PTB proteins in NPCs.**DOI:** http://dx.doi.org/10.7554/eLife.09268.011 10.7554/eLife.09268.012Figure 2—source data 5.Cassette exons co-regulated by PTBP1 and PTBP2 in NPCs.**DOI:** http://dx.doi.org/10.7554/eLife.09268.012

**Figure 2—figure supplement 1.**
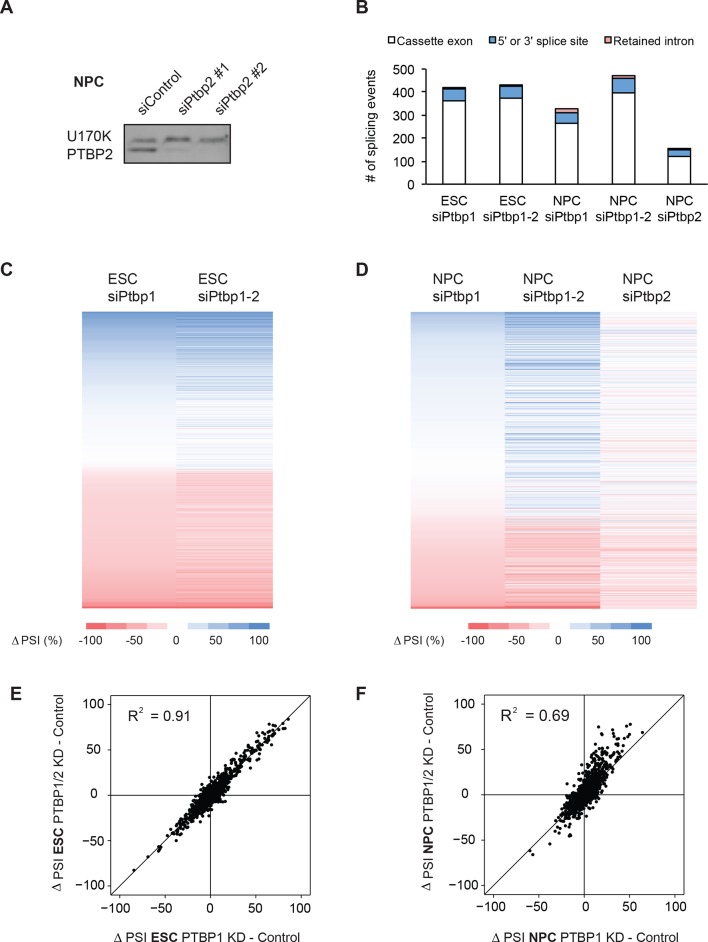
The PTB proteins regulate a large set of exons in ESCs and NPCs. (**A**) PTBP2 protein is depleted from NPCs using two independent siRNAs. (**B**) Bar chart and (**C**, **D**) heat maps of differentially spliced events between Control samples and PTB protein knockdown samples in ESCs and NPCs (ΔPSI ≥ 15%) (Figure 2—source data 1 and 3). (**E**, **F**) Scatter plots compare the splicing changes from PTBP1 depletion with splicing changes from PTBP1 and PTBP2 dual depletion in (**C**) ESCs (**D**) and NPCs. **DOI:** http://dx.doi.org/10.7554/eLife.09268.013

Using the *P*-value and PSI cutoffs previously described, we identified 418 splicing events altered by PTBP1 knockdown in ESCs, including 362 cassette exons, 50 alternative 5’ or 3’ splice sites, and 6 retained introns (Figure 2—figure supplement 1B and C, Figure 2—source data 1). This number was only slightly increased by double PTBP1/2 depletion, with similar changes in PSI when compared with the single knockdown (Figure 2—figure supplement 1C). The splicing changes between the single and double knockdowns showed a strong correlation (R^2^ = 0.91, Figure 2—figure supplement 1E), indicating that these events are more strongly affected by PTBP1. A majority of the exons altered by PTB protein depletion also change in the same direction during ESC to MN differentiation (exons in the upper right and lower left quadrants of the plots in Figure 2C). 

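Exons that the paper lists as altered by PTBP1 knockdown in ESCs mostly moved the same way from ESCs to MNs. An exon of 147 nt in Tnrc6a, a scaffold of microRNA silencing, is listed as higher after knockdown and rose from 2.0% in ESCs to 75.6% in MNs. Ap2a1, a subunit of the endocytic adaptor AP-2, has an exon of 66 nt that is also listed as higher and rose from 0.2% to 46.9%. The exon of 66 nt in Ganab, a glucosidase of the endoplasmic reticulum, is listed as higher after knockdown but fell from 50.1% to 12.6%, and the exon of 76 nt in Tpm1, a tropomyosin, is listed as lower and had a PSI of 98.6% in ESCs and 90.0% in MNs. Of the paper’s 362 cassette exons, 341 were measured here, and 272 of them (79.8%, 95% interval 75.1 to 83.9) had a PSI difference between ESCs and MNs of the same sign as after knockdown. Random sets of exons, matched on junction reads and on PSI in ESCs and given the same signs, had a mean of 45.1% (central 95% 39.9 to 50.1). The share was 152 of 185 among exons that rose after knockdown and 120 of 156 among those that fell. Without the exons of the paper’s direct target list it was 185 of 254 (72.8%). The random sets were matched on PSI only coarsely. Each PSI bin held an equal number of exons, and most measured exons (120114 of 126864) are listed as constitutive in the event database. An exon with no change counted as a mismatch. Part of the gap to 45.1% may thus come from how the random sets were made. The knockdown values are the paper’s and come from other libraries, of the 46C line.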

Applying a ΔPSI cutoff of 15% for both data sets, 30% of neuronal exons are regulated by PTBP1, including 97 neuronally activated exons that are PTBP1 repressed, and 56 neuronally skipped exons that are PTBP1 activated (indicated by red and blue data points respectively in Figure 2C, left panel; Figure 2—source data 2). 

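At a difference of 15 points in both data sets, exons repressed by PTBP1 in the paper’s knockdown table mostly rose in MNs and those activated by it fell. Rod1, a PTB paralog that is also called Ptbp3, has an exon of 34 nt that is higher after knockdown and rose from 19.2% in ESCs to 53.7% in MNs. An exon of 75 nt in Sbf2, a regulator of Rab GTPases, is higher after knockdown as well and rose from 12.3% to 90.1%. The exon of 168 nt in App, in its event listed as alternative, is lower after knockdown and fell from 82.9% to 2.0%. In all, 212 of the knockdown exons changed between ESCs and MNs, of which 120 were PTBP1 repressed and rose, 74 were PTBP1 activated and fell, and 18 moved in the opposite direction. Among knockdown exons that differed by at least 10 points between ESCs and MNs 89.5% had the same sign, against 68.4% in matched random sets, and at 20 points 94.2% against 76.7%, both above the range of random sets. The 194 exons that moved in the same direction make up 6.29% of all cassette exons that changed between ESCs and MNs. These 3083 exons include 1536 listed as constitutive, of which 30.2% keep 15 points on junction reads alone. The denominator of the paper’s 30% is not stated, and its own 153 exons are 14.54% of the 1052 cassette exons it lists. The 6.29% is therefore not a direct counterpart of that 30%. From the exons that change in both data sets, the paper concludes that PTBP1 regulates a share of the neuronal exons (Figure 2C).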

31% of neuronal exons were PTBP1/2 repressed (101) and activated (55) following PTBP1/2 double knockdown (Figure 2C, right panel). As expected, many exons that change during neuronal differentiation are not affected by PTB protein depletion, indicating likely regulation by other proteins (grey data points along the y-axes of the plots in Figure 2C).

PTBP1 depletion from NPCs altered 325 splicing events (264 cassette exons, 44 alternative 5’ or 3’ splice sites, and 17 retained introns, Figure 2—figure supplement 1B, Figure 2—source data 3). Comparing this list to the splicing changes between NPCs and Day 5 GFP+ MNs identified 16% of neuronal exons regulated by PTBP1 (66 PTBP1-repressed exons increased with differentiation; 23 PTBP1-activated exons decreased with differentiation; Figure 2D, left panel; Figure 2—source data 4). 

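From NPCs to MNs the exons in the paper’s list for PTBP1 knockdown in NPCs again moved mostly in the same direction, with clear exceptions. An exon of 24 nt in Mink1, a kinase of cytoskeletal signaling, is higher after knockdown and rose from 35.7% in NPCs to 94.7% in MNs, and the exon of 34 nt in Ptbp2 rose from 74.1% to 90.6%. Microexons of Kif1b and Daam1, listed as lower after knockdown, rose by 75.2 and 63.1 points between NPCs and MNs. Of 245 measured exons in that list of 264, 160 (65.3%, 95% interval 59.0 to 71.3) had the same sign, against a mean of 45.0% in matched random sets (central 95% 38.8 to 51.0). The share was 118 of 170 among exons that rose after knockdown and 42 of 75 among those that fell. The random sets were matched on PSI in the same coarse way as those for ESCs. Past 15 points in both data sets were 132 exons, of which 74 were PTBP1 repressed and rose, 28 were PTBP1 activated and fell and 30 moved in the opposite direction. Among knockdown exons that differed by at least 10 points from NPCs to MNs the same sign was found in 76.1%, against 57.9% in random sets, and at 20 points in 77.7% against 65.0%, both above the range of random sets. The 102 exons of the same direction are 3.56% of all changed cassette exons of this pair. Here too the paper’s denominator is not stated, and its own 89 exons are 8.59% of the 1036 cassette exons it lists. In the NPC library the mesoderm gene Col4a1, a collagen of basement membranes, had 759 RPM, against 16.7 in MNs. Among exons that changed by at least 30 points the same sign was found in 79.3%, which lay within the range of random sets (percentile 89.1).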

Interestingly, PTBP1/2 double knockdown increased the number of regulated neuronal exons to 30% (116 PTBP1/2-repressed exons increased with differentiation; 45 PTBP1/2-activated exons decreased with differentiation; Figure 2D, middle panel). These changes in splicing after double PTBP1/2 knockdown in NPCs also tended to be larger than PTBP1 knockdown alone (Figure 2—figure supplement 1D), yielding a lower correlation than seen in ESC (R^2^ = 0.69, Figure 2—figure supplement 1F). 

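Exon 18 of Dlg4, which encodes the postsynaptic scaffold PSD-95 and is listed as higher after the double knockdown, rose from 54.9% in NPCs to 78.2% in MNs. An exon of 39 nt in Exoc7, a subunit of the exocyst, is in the same list and rose from 20.1% to 95.0%. The exon of 89 nt in Magi1, a scaffold of cell junctions, is listed as higher too and had a PSI of 11.3% in NPCs and 5.8% in MNs. Of the paper’s 397 cassette exons for the double knockdown in NPCs, 378 were measured, and 287 (75.9%, 95% interval 71.3 to 80.2) moved with the same sign from NPCs to MNs, against a mean of 44.9% in matched random sets (central 95% 39.9 to 49.7). These random sets had the same coarse matching on PSI as those above. Past the cutoff in both data sets, 131 repressed exons rose, 51 activated exons fell and 32 exons moved in the opposite direction. Endoderm and mesoderm genes such as Kdr, a receptor of endothelial growth factor, were higher in NPCs than in MNs (239 against 3.73 RPM).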

Knockdown of PTBP2 alone in NPCs had only a small effect on the splicing of neuronal exons, indicating that PTBP2 largely regulates a subset of PTBP1 targets, with relatively few targets of its own (Figure 2—figure supplement 1A and D) (Figure 2D, right panel). This is in agreement with previous results that a large set of exons in the developing mouse brain is regulated by both PTBP1 and PTBP2. These include Dlg4 (Psd-95) exon 18 (Boutz et al., 2007; Li et al., 2014; Zheng et al., 2012). In these new data, PTBP1 and PTBP2 single knockdown each only moderately increased Dlg4 exon 18 splicing (ΔPSI = 8% and 13% respectively), whereas PTBP1/2 double knockdown increased exon 18 splicing by 42%. Other exons where PTBP2 can compensate for the loss of PTBP1 are found in the Magi1, Ap2a1, and Tnrc6a transcripts (Figure 2—source data 5). Thus, PTBP1 and PTBP1/2 depletion from NPCs identifies exons that are coregulated by both proteins. Whereas, depletion from ESCs identifies exons affected largely by PTBP1.

The PTBP target transcripts in ESCs and NPCs include both unique and overlapping splicing events (80 shared, 73 unique to ESCs, 81 unique to NPCs). To examine possible common functions of the PTBP1/2 regulatory programs, Gene Ontology analyses were performed relative to the transcripts expressed in each cell type (Huang et al., 2009). These yielded fewer enriched terms compared to total set of neuronally regulated exons (Figure 1—figure supplement 2C and D). Neuronal exons regulated by PTBP1 in ESCs showed significant enrichment (FDR = 0.04) in the cellular compartment ontology term, cell junction. Neuronal exons regulated by PTBP1/2 in NPCs were enriched (FDR = 0.01) in the cellular compartment ontology term, cytoskeleton. The total set of neuronal exons identified during ESC and NPC differentiation were also enriched for these terms among others (Figure 1—figure supplement 2C and D). The relative lack of enriched terms might reflect a broad number of functions for PTBP targets, but this will require further analysis to assess. Enrichment for cytoskeletal functions is in agreement with previous analyses of PTBP2 function in mice, and with the dramatic cytoskeletal changes during the transition from PTBP1 to PTBP2 during early neuron differentiation (Li et al., 2014; Licatalosi et al., 2012).

### PTBP1 iCLIP-seq identifies direct PTBP1 splicing targets during neuronal differentiation

To identify direct binding of PTBP1 to transcripts in these cells, we performed crosslinking-immunoprecipitation followed by sequencing (iCLIP-seq) (König et al., 2010; König et al., 2011). UV irradiated ESC and NPC cultures were immunoprecipitated with PTBP1 antibody or with Flag antibody as a negative control (Figure 3—figure supplement 1A). Cross-linked RNA fragments were converted into cDNA using a modification of the iCLIP protocol and subjected to high-density sequencing (König et al., 2010). After removing PCR duplicates, unique sequencing reads were mapped to the UCSC known Genes table (Hsu et al., 2006d). To identify significant crosslinking sites, the FDR for each position was calculated (König et al., 2010). Applying an FDR cutoff of 0.01, we obtained 918,725 and 914,084 significant reads of RNA crosslinked to PTBP1 in ESCs and NPCs respectively.

The PTBP1-bound sequences were analyzed for base content and location. The iCLIP protocol generally yields fragments that terminate one nucleotide downstream of the crosslink site (König et al., 2010). We compiled a set of binding regions extending 20 nucleotides upstream and downstream of a crosslink site. We measured the frequency of all pentamer motifs within these binding sites, relative to randomly chosen intervals from the same introns. As expected, PTBP1 binding sites in both ESC and NPC were highly enriched for CU-rich pentamers. The top 20 motifs included pentamers comprised of only C and U nucleotides, as well as some with G nucleotides, in agreement with the described binding specificity of PTBP1 (Figure 3—figure supplement 1B) (Amir-Ahmady et al., 2005; Han et al., 2014; Licatalosi et al., 2012; Llorian et al., 2010; Oberstrass et al., 2005). The enriched motifs were very similar between ESC and NPC samples (R^2^ = 0.93, Figure 3—figure supplement 1B). The locations of the binding sites were also consistent with previous observations, with most being found in introns and some in 3’ UTRs (Figure 3—figure supplement 1C and D) (Xue et al., 2009).

We next examined the alternative exons sensitive to PTBP1 knockdown (ΔPSI ≥ 15%) for PTBP1 iCLIP clusters within 500 nt upstream or downstream (≥ four significant reads per cluster). In ESCs, we identified 170 PTBP1-dependent exons that are bound by PTBP1 (Figure 3—figure supplement 1E, Figure 3—source data 1). In NPCs, we identified 108 PTBP1-dependent exons with PTBP1 binding (Figure 3—figure supplement 1F, Figure 3—source data 1). These include many known PTBP1 target transcripts such as Ganab, Rod1, Tpm1, Rbm27, Fam38a, Mink1, and Ptbp2 (Boutz et al., 2007; Makeyev et al., 2007; Spellman et al., 2007; Xue et al., 2009). Some known target exons with PTBP1 binding did not exhibit splicing changes above our cutoff, including Pkm2, Eif4g2, Dlg4, and Ptbp1 (Xue et al., 2009; Zheng et al., 2013). These exons may be controlled by additional factors in ESCs and NPCs.

Overlapping all of the datasets, we defined a minimal set of 104 direct PTBP1 targets in ESCs and NPCs, whose splicing changes during neuronal differentiation (70 Ptbp1 repressed, 34 Ptbp1 activated; Figure 3—source data 2). 

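The exons of the minimal set kept the direction of the paper’s list as ESCs became MNs. Of the 70 repressed exons, which lie in 66 genes, 69 were measured between ESCs and MNs, and 67 of these rose while none fell. They include an exon of 80 nt in Mark4, a kinase of microtubule-associated proteins (11.4% to 95.7%), one of 27 nt in Fbxo25, a subunit of a ubiquitin ligase (3.2% to 89.9%), and one of 150 nt in Smg7, a factor of nonsense mediated decay (12.6% to 91.6%). The exceptions were the exon of 34 nt in Ptbp2, at 92.1% in ESCs and 90.6% in MNs, and one of 111 nt in Dab1, an adaptor of reelin signaling, at 96.9% and 98.0%. Of the 34 activated exons, in 31 genes, 33 fell and none rose, including one of 114 nt in Mtap4, a microtubule-associated protein (93.4% to 28.5%). The exception was Wsb1, a subunit of a ubiquitin ligase, whose exon of 176 nt had 16.7% in ESCs and 31.5% in MNs. The median PSI of the repressed exons was 13.5% in ESCs, 30.7% in NPCs and 76.5% in MNs, and that of the activated exons was 79.5%, 63.2% and 36.8%. From ESCs to NPCs, 27 repressed exons rose, 1 fell and 41 did not pass the cutoff, and 14 activated exons fell while 2 rose. From NPCs to MNs, 63 of 70 repressed exons rose and 30 of 34 activated exons fell. The difference between NPCs and MNs was larger than that between ESCs and NPCs for 58 of 69 repressed and 27 of 34 activated exons. The length of 57 repressed and 25 activated exons is a multiple of 3, counted without regard to the place of the stop codon or to whether the RNA is coding. The paper chose the set on these libraries together with knockdown and binding data. Neither its direction nor the larger difference between NPCs and MNs is therefore independent evidence.

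**Figure D4:**
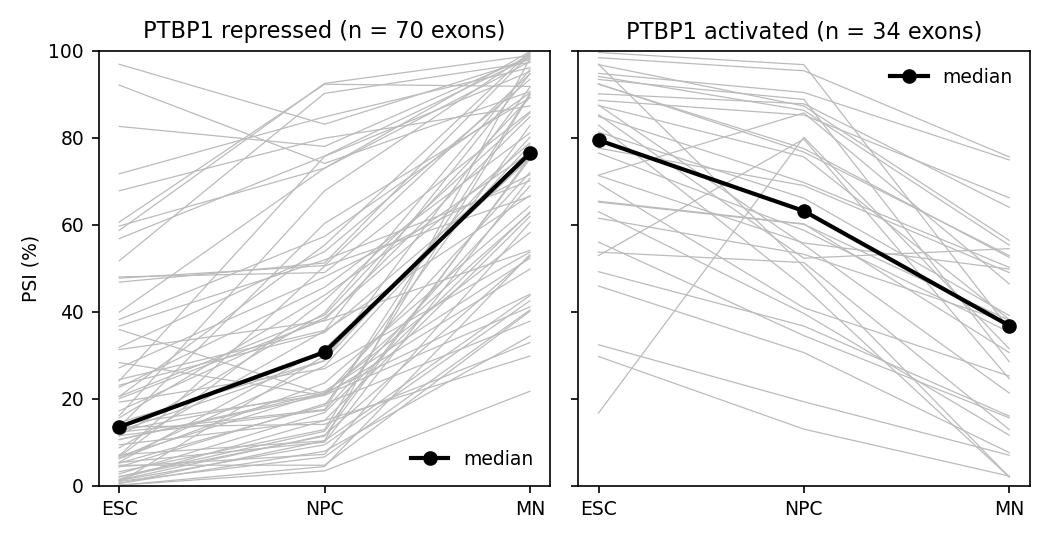
PSI in percent of each of the 70 repressed and 34 activated exons in the ESC, NPC and MN libraries, 1 line per exon, with the median as a thick line. The medians of the repressed exons rise from 13.5 to 76.5, and those of the activated exons fall from 79.5 to 36.8.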

Many other exons are expected to be direct targets but were excluded due to failure to fulfill a cutoff value in one dataset. The exons in this minimal set affect a wide range of cellular processes including GTPase signaling (Dock7), synaptic function (Gabbr1), and transcriptional regulation (Tcf20) (Figure 3A–D). For example, Gabbr1 is a subunit of a metabotropic gamma-aminobutyric acid (GABA) receptor. 

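Exons of Dock7 and Tcf20 rose from ESCs to MNs. Dock7, an exchange factor of Rac in axon formation, has a cassette exon of 90 nt on chromosome 4 from 98660338 to 98660427 (mm9), which adds 30 amino acids. Its PSI was 20.0% in ESCs, 38.1% in NPCs and 84.8% in MNs, and from junction reads it was 21.8% (95% interval 14.2 to 31.1), 36.5% (32.5 to 40.6) and 83.5% (80.4 to 86.3). The rise from ESCs to NPCs was 14.7 points on junction reads alone, under the cutoff. Tcf20, a coactivator of transcription, has one of 123 nt on chromosome 15 from 82644911 to 82645033, and its PSI rose from 17.2% in ESCs to 78.8% in MNs. With this exon the stop codon lies in exon 5 and the protein has 1987 amino acids, and without it the stop lies in exon 6 and the protein has 1965. Enah, a regulator of actin in growth cones, has an exon of 843 nt with a PSI of 20.5%, 55.3% and 99.7% in ESCs, NPCs and MNs, but of 91.2%, 98.3% and 99.5% from junction reads. An alternative 3’ splice site event in the same exon has 732 nt as its optional part, and reads that keep this part were 8.69% (6.90 to 10.8) of those at the 2 sites in ESCs, 29.8% (26.6 to 33.1) in NPCs and 88.2% (85.7 to 90.4) in MNs. Between ESCs and MNs the adjusted p of Fisher’s exact test was 3.0e-32 for Dock7, 5.4e-44 for Tcf20 and 1.7e-259 for the Enah splice site.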

PTBP1 induced skipping of Gabbr1 exon 15 leads to premature translation termination in exon 16 and predicted nonsense mediated decay of the Gabbr1 mRNA (Makeyev et al., 2007). We observe PTBP1 binding within exon 15 and upstream, consistent with the increased exon 15 splicing observed during neuronal differentiation and after PTBP1 depletion (Figure 3A). This gene is similar to Dlg4, where PTBP1 regulates its overall expression during development rather than the production of a neuronal isoform. However unlike Dlg4, Gabbr1 is more sensitive to PTBP1 than PTBP2, allowing its expression to be induced earlier.

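Exon 15 of Gabbr1, the gene of a GABA(B) receptor subunit, rose from ESCs to NPCs and again to MNs, and so did the level of its mRNA. Its PSI was 16.1% in ESCs, 67.8% in NPCs and 99.4% in MNs. The 3 junctions together held 119, 635 and 3922 reads in the same order. Junction inclusion was 16.7% (95% interval 10.0 to 25.3), 69.1% (64.2 to 73.8) and 99.4% (98.9 to 99.7). Behind it stand 17 inclusion and 85 skipping reads in ESCs, 260 and 116 in NPCs, and 1955 and 12 in MNs. Fisher’s exact test on these reads gave an adjusted p of 6.3e-19 between ESCs and NPCs, 2.3e-81 between NPCs and MNs and 2.6e-116 between ESCs and MNs. Gabbr1 as a whole had 28.9, 129 and 605 RPM, 20.9 times more in MNs than in ESCs (20.0 to 21.8). The exon has 151 nt, from 37204159 to 37204309 on the plus strand of chromosome 17 (mm9), and 81% of the 100 nt before it are pyrimidines, the bases that PTB proteins bind. Read with the exon, the transcript encodes 960 amino acids. Without it the frame shifts and reaches a stop codon 27 nt into exon 16, after 577 amino acids and 827 nt before the last exon junction.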

**Figure 3.**
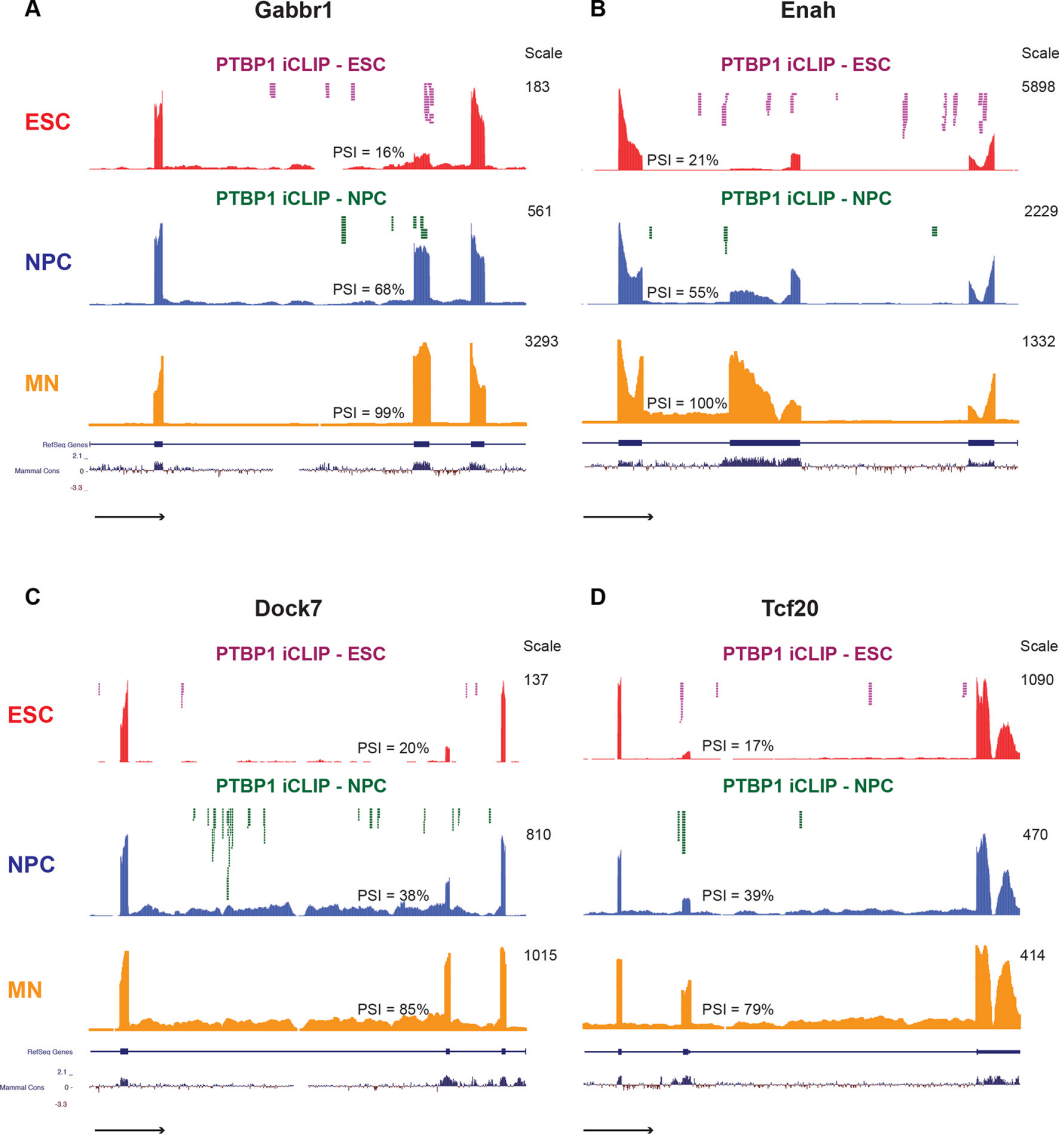
Examples of neuronally spliced cassette exons that are PTBP1 repressed. (**A-D**) Genome Browser tracks show aligned RNA-seq reads from ESCs (red), NPCs (blue), and GFP+ MNs (yellow). The scale indicates the number of mapped reads in the highest peak. PSI values for the cassette exons were calculated with SpliceTrap (Wu et al., 2011). Significant PTBP1 iCLIP sequencing reads from ESCs (magenta) and NPCs (green) are overlaid on the Genome Browser tracks. **DOI:** http://dx.doi.org/10.7554/eLife.09268.014 10.7554/eLife.09268.015Figure 3—source data 1.PTBP1-regulated cassette exons with PTBP1 binding.**DOI:** http://dx.doi.org/10.7554/eLife.09268.015 10.7554/eLife.09268.016Figure 3—source data 2.Direct PTBP1 target exons during neuronal differentiation.**DOI:** http://dx.doi.org/10.7554/eLife.09268.016

**Figure 3—figure supplement 1.**
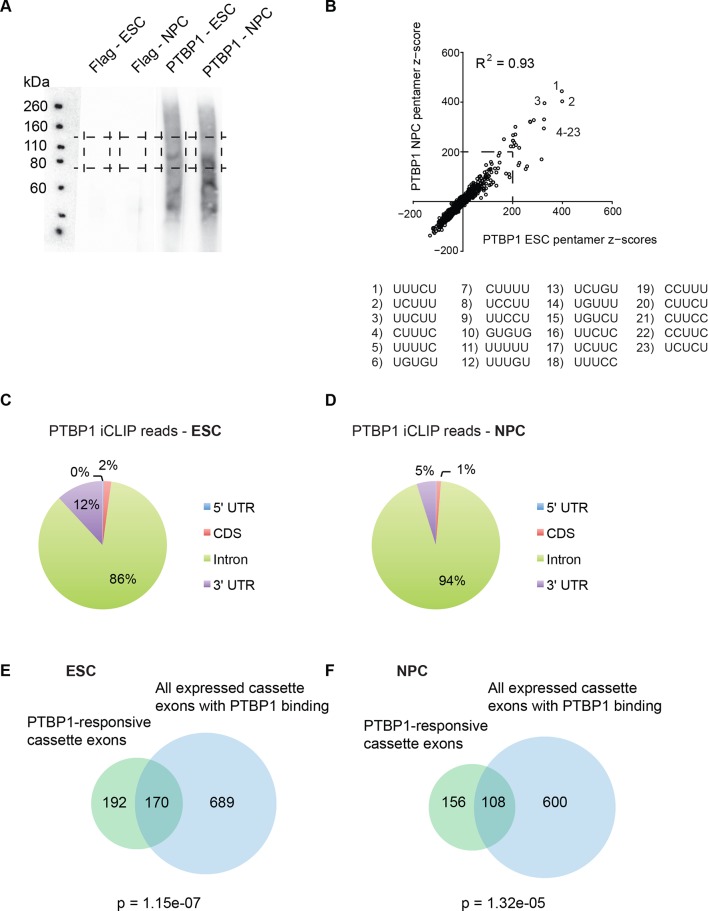
The base content and location of PTBP1 iCLIP-sequencing reads are consistent with known PTBP1 binding properties. (**A**) Autoradiograph of the nitrocellulose membrane containing protein-RNA complexes isolated from ESCs and NPCs using either Flag or PTBP1 antibodies. Boxes indicate the region of the membrane used for iCLIP library preparation. (**B**) Scatter plot compares the calculated pentamer Z-scores from ESCs with scores from NPCs. The top 23 pentamer motifs, which had Z scores >200, are listed. (**C**, **D**) Pie charts showing the percent of the significant PTBP1 iCLIP reads that were found in 5’ UTR (blue), coding sequence (CDS) (red), intron (green), and 3’ UTR (purple) regions. (**E**, **F**) All expressed cassette exons with nearby PTBP1 iCLIP clusters (within 500 nt, blue circles) are overlapped with PTBP1-responsive cassette exons (green circles, ΔPSI ≥ 15%) (Figure 3—source data 1). *P*-values were calculated using the hypergeometric test. **DOI:** http://dx.doi.org/10.7554/eLife.09268.017

### PTBP1 regulates a switch in Pbx1 isoform expression

The above data define the PTBP1 regulatory program in a new level of detail, and show that for early cells along the neuronal lineage, the PTBP1 program is distinct from that regulated by PTBP2. PTBP1 target transcripts influence an array of important cellular functions, and understanding how splicing alters each target’s activity in differentiating cells will be a challenge. We were particularly interested in how the early PTBP1 program affects gene regulation. We identified a number of transcriptional regulators whose splicing is controlled by PTBP1 during ESC differentiation into NPCs, including Tcf20, Med23, Gatad2a, and Pbx1. These early changes in the structure of transcriptional regulators have the potential to broadly alter gene expression programs during neuronal development (Gabut et al., 2011; Raj et al., 2011; Demir and Dickson, 2005b).

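By PSI, exons of the 4 regulators moved between ESCs and NPCs, 3 of them up and 1 down. Med23, a subunit of the Mediator complex, has an exon of 18 nt (chromosome 10, 24603010 to 24603027, mm9) whose PSI rose by 43.6 points, from 6.9% to 50.5%. It adds 6 amino acids, and junction reads gave 4.76% (95% interval 2.63 to 7.86) in ESCs, 38.0% (30.4 to 46.0) in NPCs and 55.2% (46.0 to 64.1) in MNs. The exon of Tcf20 had a PSI of 38.6% in NPCs, a rise of 21.4 points over ESCs. Gatad2a, a subunit of the NuRD repressor complex, has an exon of 75 nt (chromosome 8, 72436063 to 72436137) that encodes 25 amino acids, and its PSI fell from 92.4% in ESCs to 76.7% in NPCs and 52.9% in MNs. A nested event of 16 nt in the same place had 32.4%, 19.3% and 7.0%. The PSI of Pbx1 exon 7 rose by 22.0 points between ESCs and NPCs, with 23 junction reads in ESCs. Between these 2 libraries the adjusted p of Fisher’s exact test was 3.1e-16 for Med23, 3.6e-04 for Tcf20, 1.2e-15 for the 75-nt exon of Gatad2a and 1.0 for Pbx1. Fibroblast genes were higher in the same NPC library, with a median NPC to ESC ratio of 20.1 over 26 genes that stand in no other marker list. On junction reads alone the fall of the Gatad2a exon was -14.9 points, under the cutoff.

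**Figure D5:**
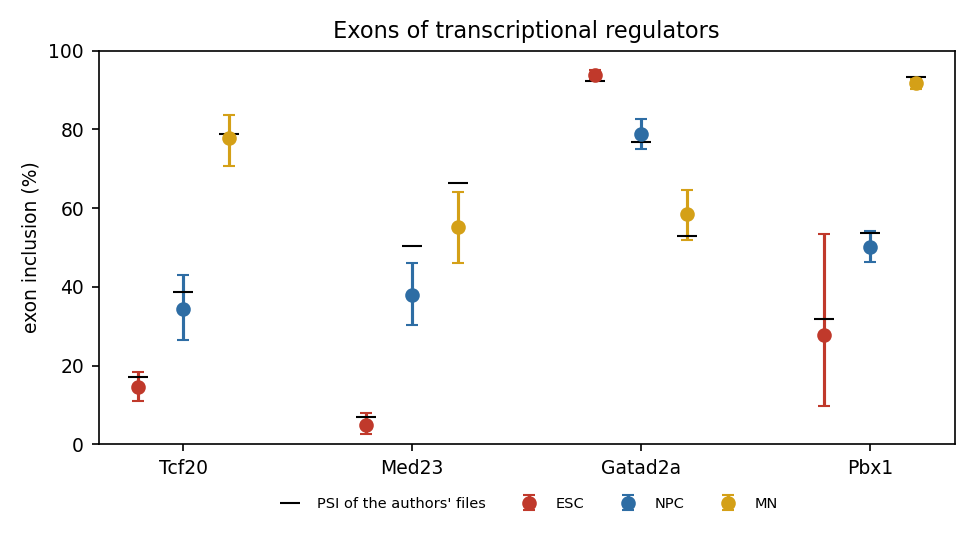
Inclusion in percent of exons in Tcf20, Med23, Gatad2a (75 nt) and Pbx1 in the ESC, NPC and MN libraries, from junction reads (points) with exact 95% intervals (bars), beside the deposited PSI (black lines). Med23 goes from 4.76% to 38.0% between ESCs and NPCs, and Gatad2a from 93.9% to 79.0%.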

We focused on the homeodomain transcription factor Pbx1 because of its known interactions with the Hox family of developmental regulators (Piper et al., 1999a; LaRonde-LeBlanc, 2003a). Multiple studies implicate Pbx1 and its family members as transcriptional regulators during neuronal development (Maeda et al., 2002a; Vitobello et al., 2011b; Sgadò et al., 2012c; Schulte et al., 2014). Exon 7 in the Pbx1 transcript is conserved across mammals and its inclusion leads to production of the Pbx1a isoform. Skipping exon 7 shifts the translational reading frame to introduce a new termination codon (PTC) in exon 8 (Figure 4A). This translation stop does not result in NMD but instead generates the shorter isoform, Pbx1b, which retains the DNA binding homeodomain but lacks the 83 amino acids at the C-terminus of Pbx1a. 

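Exon 7 of Pbx1 has 113 nt and lies on the minus strand of chromosome 1 from 170115087 to 170115199 (mm9), between an upstream intron of 6209 nt and a downstream intron of 1336 nt. Its length is not a multiple of 3, so that skipping it shifts the reading frame. Translated with the exon, the annotated transcript of 9 exons encodes 430 amino acids, and without it 347. The shared start is 333 amino acids long, and the short protein ends with 14 residues of its own. The stop codon of the short form lies 45 nt into exon 8 and 46 nt before the last exon junction. Of the 100 nt before the exon, 67% are pyrimidines. These facts come from the reference sequence and involve no sample.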

During development, early embryonic tissues predominantly express Pbx1b, whereas Pbx1a is found in neural tissues (Redmond et al., 1996; Schnabel et al., 2001b). We found a similar isoform switch in cultured cells, where ESCs express low levels of Pbx1b. As ESCs differentiate into NPCs and HB9+ MNs, both overall Pbx1 expression and exon 7 splicing are induced, such that MNs predominantly express the Pbx1a isoform (Figure 4B and C). 

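Pbx1, which encodes a homeodomain partner of Hox proteins, had more mRNA in NPCs than in ESCs and most in MNs, and more exon 7 inclusion in MNs than in ESCs or NPCs. Its junctions had 2.33 RPM in ESCs, 78.2 in NPCs and 263 in MNs, 33.5 times more in NPCs than in ESCs (95% interval 28.9 to 39.1) and 3.36 times more in MNs than in NPCs (3.26 to 3.47). The paralog Pbx3 had the same order, with 6.52, 51.8 and 219 RPM, whereas Pbx2 had 52.6, 84.8 and 74.5. The PSI of Pbx1 exon 7 was 31.8% in ESCs, 53.8% in NPCs and 93.4% in MNs. From junction reads it was 50.2% (95% interval 46.2 to 54.3) in NPCs and 91.7% (90.4 to 92.9) in MNs. In ESCs it was 27.8% with an interval of 9.69 to 53.5, since 5 inclusion reads and 13 skipping reads stand behind it. Fisher’s exact test gave an adjusted p of 1.0e-99 between NPCs and MNs and of 9.6e-09 between ESCs and MNs, while a difference between ESCs and NPCs was not detectable at the ESC depth. The mesenchymal gene Fn1, which encodes fibronectin, had 1311 RPM in ESCs, 1257 in NPCs and 34.7 in MNs, and most fibroblast genes were highest in NPCs. The paper concludes that MNs mainly make the Pbx1a isoform (Figure 4B and C). It draws on reads of these cell types and also on separate, repeated measurements of exon 7 splicing and Pbx1 mRNA over MN differentiation.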

Previous work indicates that the Pbx1a and Pbx1b isoforms have different transcriptional activities and cellular functions. The proteins differ in their ability to activate or repress reporter gene expression, their interactions with the transcriptional corepressors NCoR1 and NCoR2, and their activity for cell transformation when fused to E2A (Kamps et al., 1991; Di Rocco et al., 1997; Asahara et al., 1999b). However, the role of these functional differences during neuronal differentiation is not understood.

**Figure 4.**
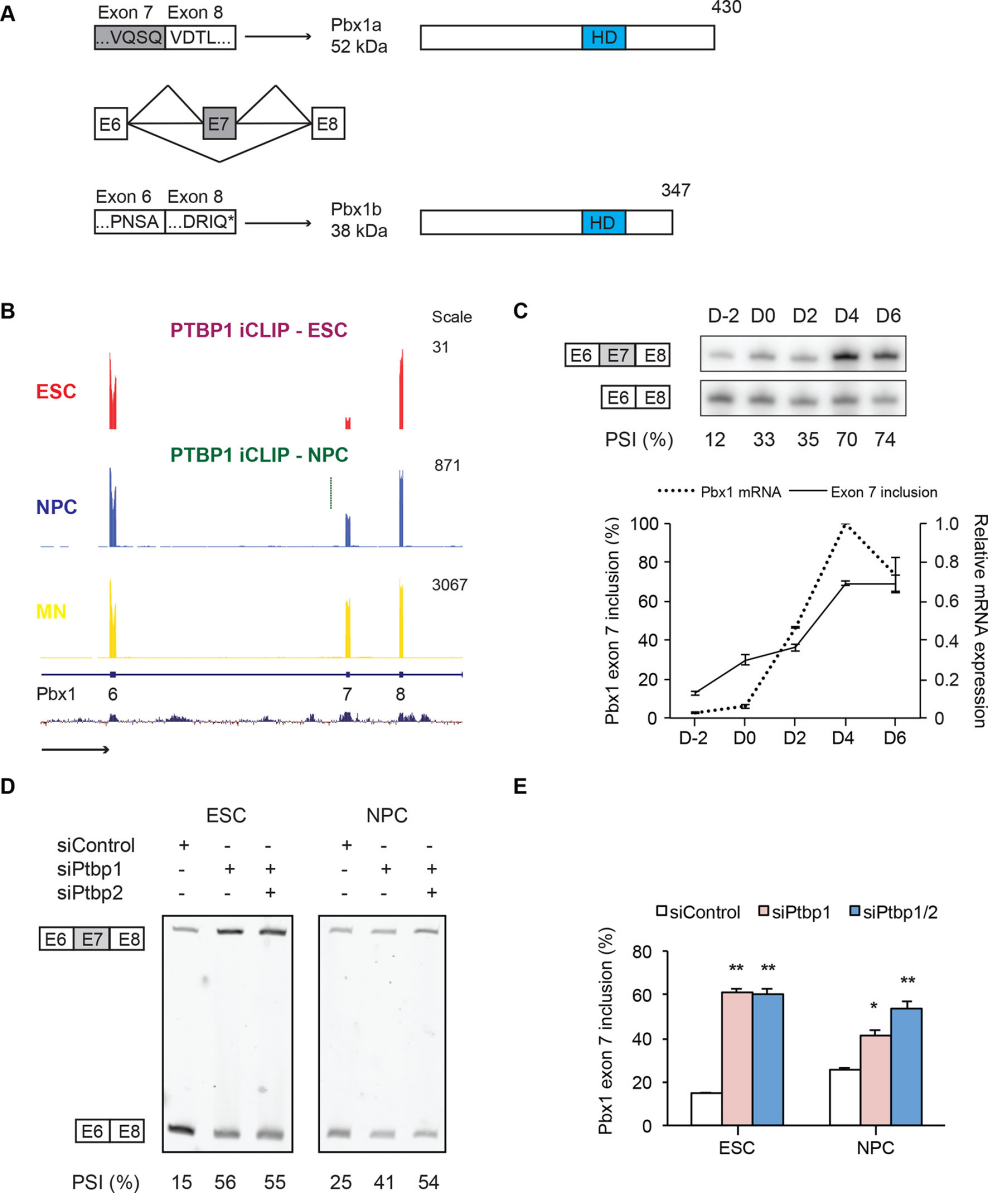
PTBP1 regulates a switch in Pbx1 isoform expression. (**A**) Exons are represented as boxes, while horizontal lines represent introns. Inclusion of exon 7 results in the longer Pbx1a protein (top). Skipping of exon 7 results in a frameshift and translation termination at a stop codon (*) in exon 8 to yield the shorter Pbx1b protein isoform (bottom). The DNA-binding homeodomain (HD) is indicated by a blue box. (**B**) Genome Browser tracks of aligned RNA-seq reads show exon 7 inclusion as ESCs (red) differentiate into NPCs (blue) and GFP+ MNs (yellow). A significant PTBP1 iCLIP cluster is present upstream of exon 7 in NPCs (green). (**C**) Both Pbx1 exon 7 (top panel, solid line bottom panel, n=3) and Pbx1 mRNA expression (dashed line bottom panel, n=2) are induced with MN differentiation. (**D**, **E**) ESCs and NPCs were treated with siControl, siPtbp1, or both siPtbp1 and siPtbp2. (**D**) RT-PCR of Pbx1 exon 7 splicing following siRNA treatment in ESCs (24 PCR cycles) and NPCs (19 PCR cycles). (**E**) Bar chart of Pbx1 exon 7 splicing (Mean ± SEM, n=3). Statistical analyses were performed using paired one-tailed Student’s t-test (*P*-value<0.01**, 0.05*). **DOI:** http://dx.doi.org/10.7554/eLife.09268.018

We find that Pbx1 exon 7 is regulated by PTBP1. Exon 7 is derepressed as ESCs differentiate into NPCs and further into motor neurons (Figure 4B and C). Depletion of PTBP1 from ESCs or NPCs strongly induces exon 7 splicing (Figure 4D and E). In NPCs, a PTBP1 iCLIP cluster is found in the intron upstream of exon 7 (Figure 4B). These iCLIP tags are not seen in ESCs presumably due to lower Pbx1 transcript levels in these cells (Figure 4B and C). These data indicate that one consequence of PTBP1 depletion during neuronal differentiation is to switch Pbx1 expression from the Pbx1b isoform to Pbx1a.

### Intron 6 deletions in Pbx1 induce exon 7 splicing in ESC

PTBP1 represses the production of Pbx1a in ESCs and during early neuronal differentiation. To examine the role of Pbx1a repression, we modified the Pbx1 locus using the CRISPR-Cas9 technology to force exon 7 splicing in cells containing PTBP1 (Doudna and Charpentier, 2014; Cong and Zhang, 2015e). Intron 6 upstream of exon 7 contains a PTBP1 iCLIP cluster as well as regions of mammalian sequence conservation, possibly indicative of additional splicing regulatory elements. Guide RNA pairs were designed to target the Cas9 endonuclease to sites within intron 6 (Figure 5A). After Cas9 catalyzes double-strand breaks at each site, non-homologous end joining (NHEJ) of the free ends will potentially generate genomic deletions within intron 6 (Figure 5—figure supplement 1A). The largest deletion, between guides 1 and 4, would remove 5.5 kb of intron 6 containing all of the conserved regions, while preserving the splice sites (Figure 5A). HB9-GFP ESCs were transiently transfected with expression plasmids for Cas9 and two guide RNAs, and clones were isolated from single transfected cells and genotyped by PCR, with the deletion event confirmed by sequencing. Using guides g1 and g4, we identified no homozygous deletions among 60 ESC clones, although heterozygotes were readily isolated (Figure 5—figure supplement 1B and C). We expanded five heterozygous deletion clones with preserved splice sites. Notably, we were still unable to isolate homozygous null cells after reintroducing guides 1 and 4 into a heterozygous cell line. Shorter deletions were also tested. Guides 3 and 4 generated a 1.4 kb deletion that includes the PTBP1 binding site. Again this deletion was only isolated as a heterozygote (1/6 clones). In contrast, guides 2 and 3 generated a 1.5 kb deletion from the middle of the intron that was isolated as a homozygous allele (3/10 clones).

**Figure 5.**
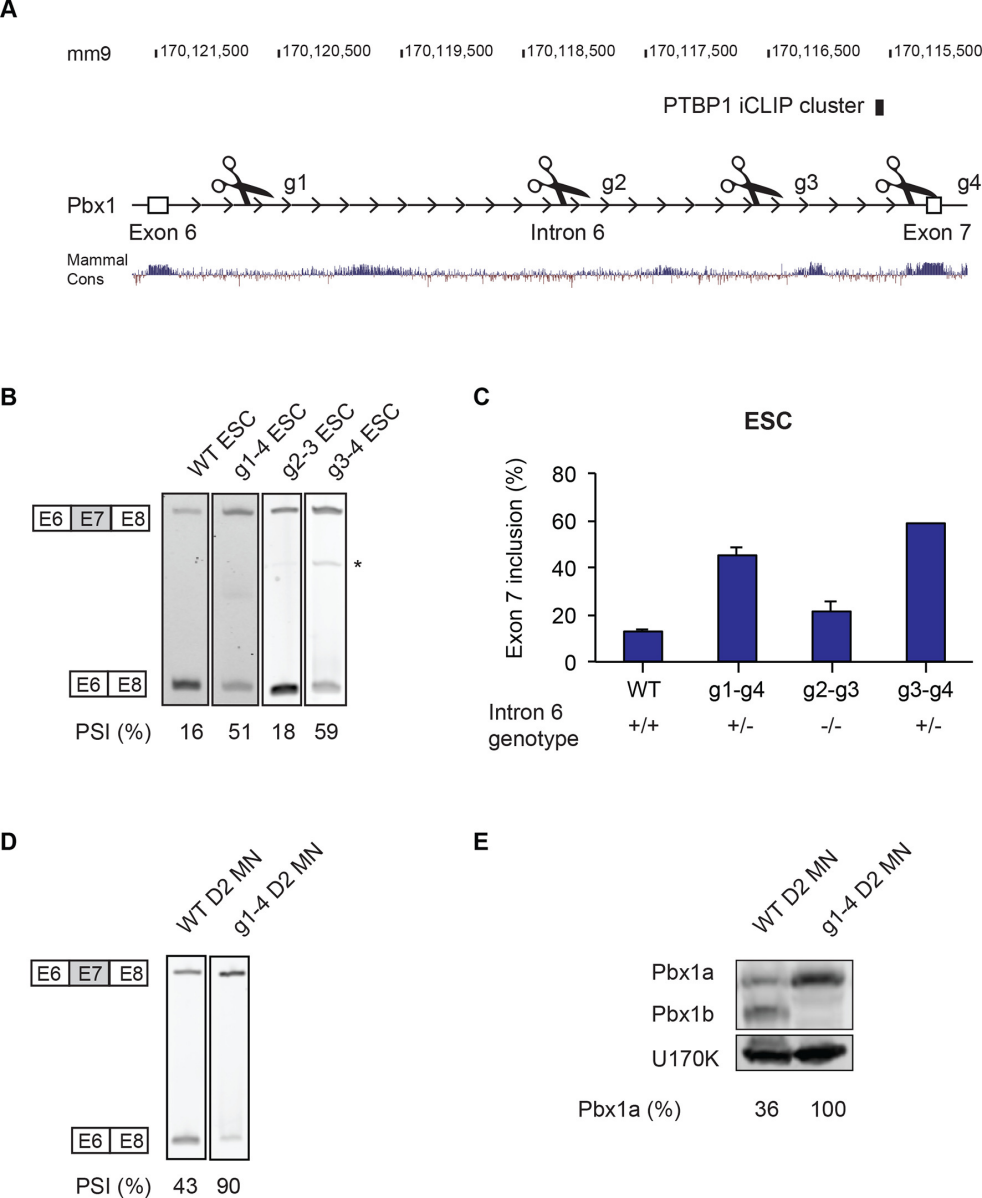
Intron 6 deletions in Pbx1 induce exon 7 splicing. (**A**) Guide RNAs were designed to target regions along Pbx1 intron 6. The location of the PTBP1 iCLIP cluster is indicated by the black box. (**B**) RT-PCR of Pbx1 exon 7 splicing in ESC clones carrying Cas9-mediated deletions. The asterisk (*) indicates a sporadic non-specific band. (**C**) Bar chart of Pbx1 exon 7 splicing in ESC clones with intron 6 deletions. Error bars indicate the SEM for three independent clones, except for g3-4 where only one clone was isolated. (**D**) RT-PCR of Pbx1 exon 7 splicing and (**E**) western blot of Pbx1 in D2 MN cultures show that Pbx1a is the predominant isoform in the I6 +/- cell line at day 2. Solid borders of RT-PCR gels indicate non-adjacent gel lanes. **DOI:** http://dx.doi.org/10.7554/eLife.09268.019

**Figure 5—figure supplement 1.**
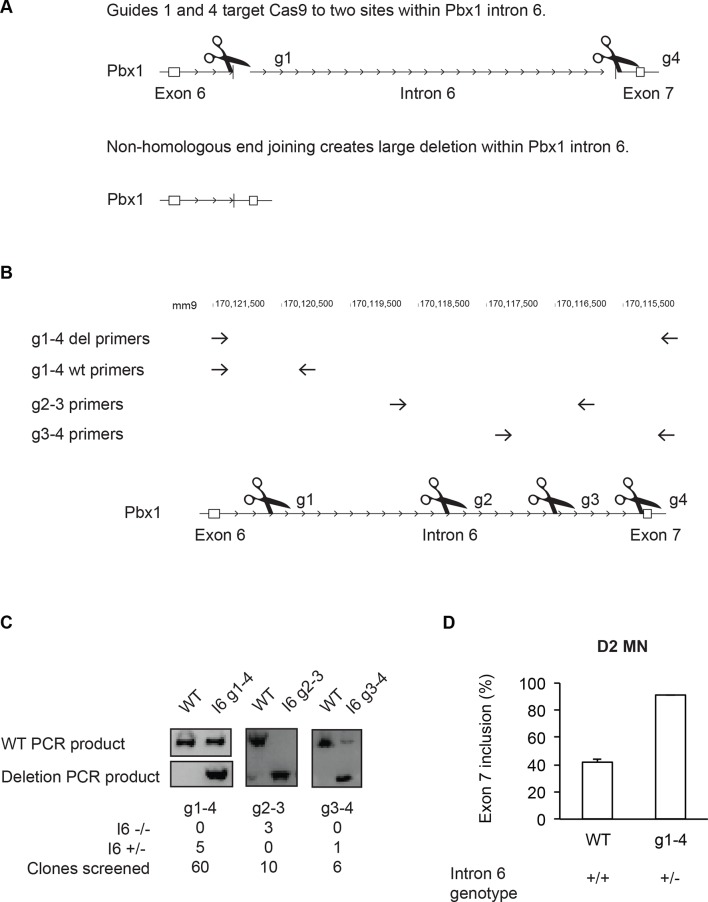
Cas9-targeted deletions of Pbx1 intron 6 switch Pbx1 isoform expression. (**A**) Schematic of Cas9-targeted deletion of Pbx1 intron 6. (**B**) Location of primers used for intron 6 genotyping PCRs. A list of primer sequences is provided in Supplementary file 1 (**C**) Genotyping PCR of the wild type and the intron 6 deletion cell lines. Table showing the number of clones screened and number of edited cell lines isolated. (**D**) Bar graph of Pbx1 exon 7 splicing in D2 MN wild type (n=3 clones) and I6 +/- (n=5 clones) cultures. Error bars indicate SEM. **DOI:** http://dx.doi.org/10.7554/eLife.09268.020

Interestingly, these deletions had different effects on Pbx1 splicing. Clones carrying the heterozygous Intron 6 g1-g4 deletion (I6 +/-) exhibited dramatically increased exon 7 splicing (Figure 5B and C). Exon 7 was included in only 16% of the Pbx1 mRNA in clones of the parental ESC line, whereas exon 7 was included in 51% of the mRNA in the I6 +/- clones. This indicates that RNA from the mutant allele is almost entirely splicing in exon 7 and confirms that intron 6 contains splicing silencer elements for this exon.

We also tested the other deletions within intron 6 for their effects on exon 7 splicing. The deletion derived from guides 3 and 4 was similar to the long deletion using guides 1 and 4, with the heterozygous deletion clone exhibiting strongly induced exon 7 splicing (g3-4 in Figure 5B and C). In contrast, the homozygous intronic deletion derived from guides 2 and 3 had minimal effect, with exon 7 splicing similar to wild type in 3 separate clones (g2-3 in Figure 5B and C). The inability to isolate cells carrying homozygous mutations that increase exon 7 splicing suggests that either the gain of Pbx1a or the loss of Pbx1b is deleterious for ESC growth.

### The early expression of Pbx1a promotes neuronal gene expression

To characterize how early Pbx1a expression alters transcriptional programs, we measured steady-state transcript levels in cells with different Pbx1 genotypes by RNA-seq. Wild type (n=3) and I6 +/- (n=5) ESC clones were differentiated into MNs. At Day 2, the I6 +/- cells predominantly expressed the Pbx1a mRNA isoform, leading to dramatically increased Pbx1a protein compared to wildtype cells (Figure 5D and E). These Day 2 samples were subjected to 50 nt single-end RNA sequencing, with the data analyzed by the Cufflinks pipeline. We performed hierarchical clustering on the replicates, and as expected the gene expression profiles were similar across replicates, with the profiles of the wild type and Pbx1 mutant cell replicates segregating into two groups (data not shown).

Using a twofold change in FPKM as the cutoff, we identified 33 differentially expressed genes in the I6 +/- cultures (31 induced, 2 repressed). Examining these genes with the largest changes in expression confirmed that a Pbx1a neuronal regulatory program was activated in the mutant cells. Of the 20 transcripts that are most altered in I6 +/-, 14 are also induced as wildtype ESCs differentiate in NPCs and MNs (Figure 6—source data 1 and 2). Multiple genes of this group are known to play important roles in neuronal differentiation including Phox2b, Cntn2, Ntng2, Olig1, Isl1, Nrp2, Ngfr, Nav2, and Slit1 (Figure 6B), and many were previously shown to be affected by Pbx1 (Igf2, Isl1, Dlk1, and Meox1) (Kim et al., 2002; Jürgens et al., 2009b; Thiaville et al., 2012d). Notably, the gene exhibiting the largest change in expression was Phox2b, a marker of hindbrain visceral motor neurons and a known Pbx1a target (Pattyn et al., 2000c; Samad, 2004).

**Figure 6.**
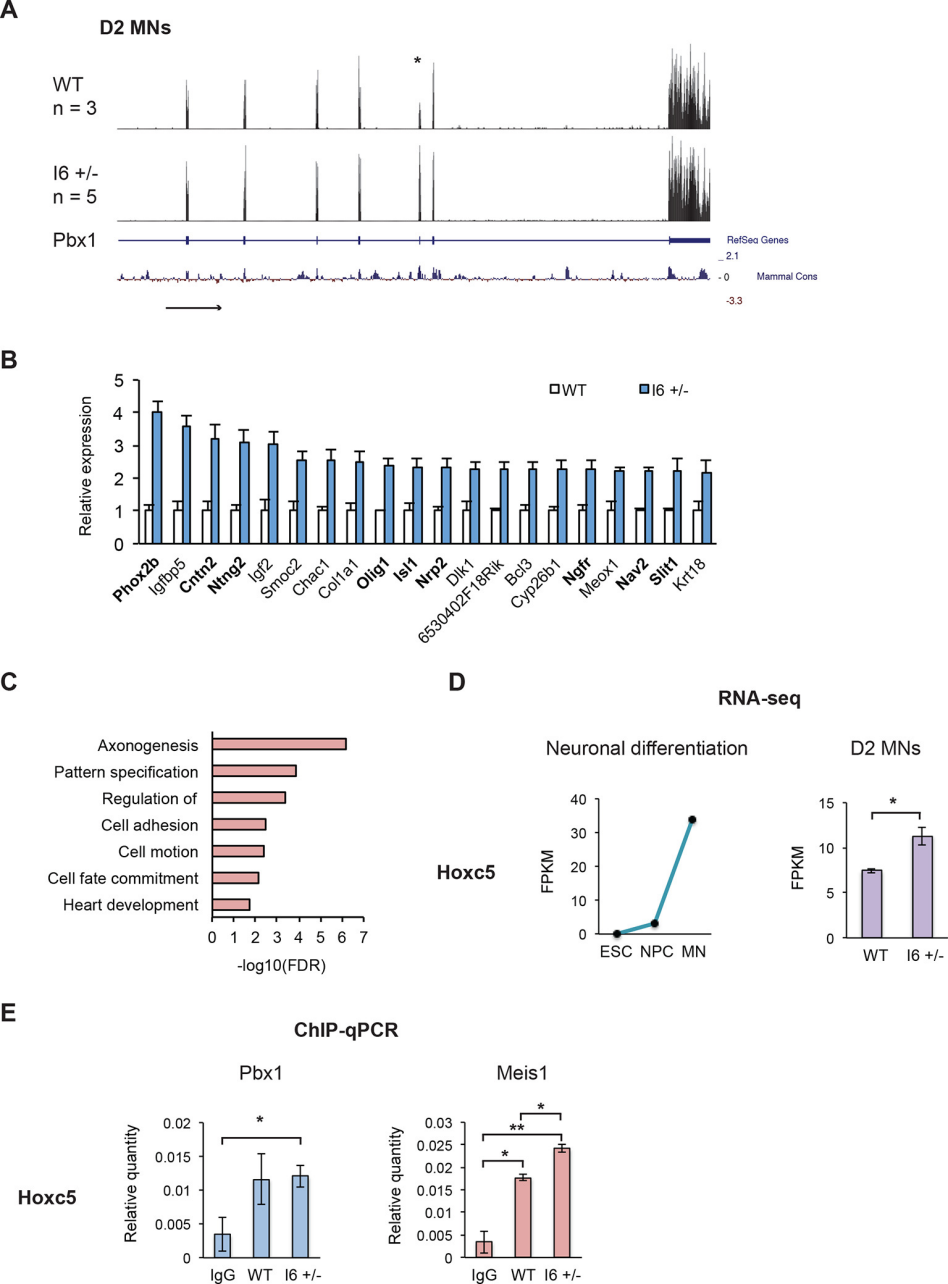
The early expression of Pbx1a promotes neuronal gene expression. (**A**) Genome Browser tracks of aligned RNA-seq reads from wild type (top) and I6 +/- (bottom) Day 2 MN cultures. The asterisk (*) indicates Pbx1 exon 7, which is induced in the mutant. (**B**) Bar charts of the top 20 induced genes in the I6 +/- cell lines compared to expression in wild type cells (Figure 6—source data 1). Genes highlighted in bold have known roles in neuronal differentiation. Error bars indicate SEM. (**C**) Gene ontology analysis of the 196 genes induced by 1.5 fold in the I6 +/- cultures. (**D**) Hoxc5 expression increases during neuronal differentiation (left panel, Figure 6—source data 2) and the induction of Pbx1a. (**E**) Relative Pbx1 (left panel) and Meis1 (right panel) binding in D2 MN cultures (n=3). Statistical analyses were performed using Welch’s t-test (*P*-value<0.05*, <0.01**). **DOI:** http://dx.doi.org/10.7554/eLife.09268.021 10.7554/eLife.09268.022Figure 6—source data 1.Expression changes in I6 +/- Day 2 MN cultures.**DOI:** http://dx.doi.org/10.7554/eLife.09268.022 10.7554/eLife.09268.023Figure 6—source data 2.Expression values in ESCs, NPCs, and GFP+ MNs.**DOI:** http://dx.doi.org/10.7554/eLife.09268.023

**Figure 6—figure supplement 1.**
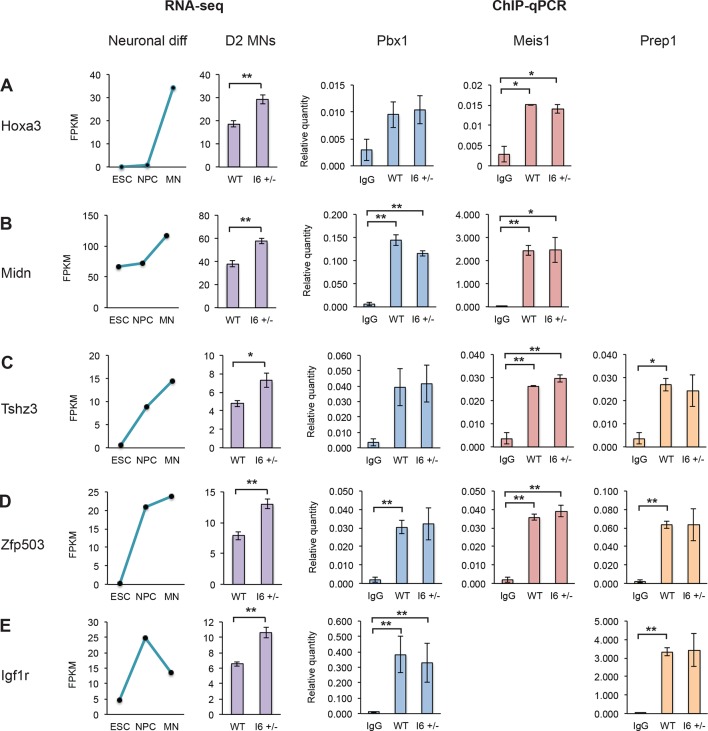
Pbx1 binds target neuronal genes. (**A-E**) Gene expression of several Pbx1 targets increases during neuronal differentiation (left panels, Figure 6—source data 2). Inducing Pbx1a expression increases the expression of these genes (middle left panel, purple bars). ChIP-qPCR demonstrates that Pbx1 (middle panel, blue bars), Meis1 (middle right panel, red bars), and Prep1 (right panel, orange bars) bind neuronal target genes in D2 MN cultures. Statistical analyses were performed using Welch’s t-test (*P*-value<0.05*, <0.01**). **DOI:** http://dx.doi.org/10.7554/eLife.09268.024

To increase the number of differentially expressed genes, we relaxed the cutoff to a 1.5-fold change in expression and identified 196 induced and 25 repressed genes in the mutant relative to the wild type cells. Of the 196 induced genes, 139 increase expression with ESC neuronal differentiation. Gene ontology (GO) analyses were performed on the induced gene set to assess functional enrichments relative to the total transcripts present in the D2 MN cultures. Within the biological processes ontology, several terms were significantly enriched (FDR<0.05) including axonogenesis, pattern specification, regulation of transcription, cell adhesion, cell motion, cell fate commitment, and heart development (Figure 6C). Notably, the induced genes include the MN markers Olig2, Lhx3, and Mnx1 (Figure 6—source data 1), again indicating that Pbx1a is activating a neuronal transcriptional program.

Overlapping the 196 induced events with a published Pbx1 ChIP data set identified 52 genes with nearby Pbx1 binding (Penkov et al., 2013b) (Figure 6—source data 1). Even though these binding events were identified in E11.5 embryos, 26.5% of induced transcripts in D2 MNs exhibit Pbx1 binding. This is compared to 14.8% of all expressed genes, constituting a significant enrichment of Pbx1 binding sites adjacent to induced transcripts (*p*=1.06e-5 by hypergeometric test).

We were particularly interested in the up-regulation of several transcription factors with known roles in neuronal differentiation, including the homeobox transcription factor Hoxc5 (Figure 6D). Hoxc5 affects several aspects of MN development and function, including the regulation of the phrenic motor neuron column (Liu et al., 2001c; Dasen et al., 2003b; Philippidou et al., 2012e). To confirm Pbx1 binding in D2 MN cultures, we performed ChIP-qPCR. All the genes tested, including Hoxc5, Hoxa3, Midn, Tshz3, Zfp503, and Igf1r showed higher Pbx1 binding than an IgG control, although the significance relative to the control varied (n=3, Figure 6E, Figure 6—figure supplement 1A–E). Differences in Pbx1 binding were not observed between the wildtype and I6+/- cell lines, as might be expected since both splice variants maintain the DNA binding homeodomain of Pbx1.

Pbx1 is known to cooperate with the transcriptional cofactors Meis1 and Prep1 (Pknox1) in regulating gene expression. To assess whether Pbx1 isoforms differentially affect Meis1 and Prep1 recruitment, we performed ChIP-qPCR in D2 MN cultures at shared binding sites, identified in previous ChIP-seq studies (Penkov et al., 2013b). Most genes showed no change in Prep1 or Meis1 binding between wildtype and I6+/-, indicating that the Pbx1b and Pbx1a isoforms likely differ in other interactions. Notably, there was a significant increase in Meis1 binding at the Hoxc5 locus when Pbx1a was induced in I6+/- (Figure 6E). Thus, Pbx1a may increase Hoxc5 expression through enhanced recruitment of Meis1. Together the data indicate that switching to Pbx1a increases the expression of genes affecting neuronal fate, including Hoxc5.

## Discussion

Neuronal development is driven by a complex set of genetic events affecting every step in gene expression from transcriptional regulation by specialized DNA binding proteins to translational repression by miRNAs. These levels of regulation are intricately connected, where one type of regulator will target effectors at different steps in the gene expression pathway. In particular, alternative splicing plays a key role in defining the neuronal proteome with thousands of spliced isoforms found specifically in neurons or particular neuronal subtypes (Barbosa-Morais et al., 2012; Grabowski and Black, 2001; Merkin et al., 2012). A variety of RNA binding proteins alter splicing patterns during development and in the adult brain, including members of the PTBP, Rbfox, Nova, CELF, SRRM and other protein families (Zheng and Black, 2013; Norris and Calarco, 2012a; Raj and Blencowe, 2015a). The changes in isoform expression controlled by these factors determine the activity of many essential neuronal genes. However, these regulatory programs are incompletely characterized and the cellular roles of their alternatively spliced products are often not understood.

The polypyrimidine tract binding proteins, PTBP1 and PTBP2, influence neuronal differentiation through programs of posttranscriptional gene regulation. In previous work, we found that the transition from PTBP1 to PTBP2 expression during neuronal differentiation causes a large scale reprogramming of splicing patterns (Boutz et al., 2007). More recently, we identified a second transition late in neuronal maturation, where PTBP2 levels decline allowing for the expression of many adult-specific spliced isoforms (Li et al., 2014; Licatalosi et al., 2012; Zheng et al., 2012). Like many splicing regulators, the PTB proteins also affect other aspects of mRNA metabolism. The depletion of PTBP1 from mouse embryonic fibroblasts (MEFs) was shown to induce the trans-differentiation of these cells into neurons (Xue et al., 2013). This was linked to PTBP1 bound in 3’ UTRs altering miRNA targeting of transcripts driving neuronal differentiation, including the REST transcriptional repressor. In contrast, alterations in neuronal differentiation were not observed in mice carrying a conditional *Ptbp1* knockout mutation in nestin-positive NPCs (Shibasaki et al., 2013). Similarly, we have not found that PTBP1 depletion is sufficient to induce neuronal differentiation of ESCs. This could reflect a difference between ESCs and NPCs compared to MEFs, or differences in culture conditions. Notably, we find here that, like its 3’ UTR targets, the PTBP1 splicing program also includes targets that enhance neuronal development, such as Pbx1.

Earlier studies demonstrated that while PTBP1 and PTBP2 share many targets, exons can have different sensitivities to the two proteins (Keppetipola et al., 2012). This raised questions about the mechanisms of their differential targeting and the biological roles of the early and late neuronal splicing programs. The late program was illuminated in the PTBP2 knockout mouse where many exons that are repressed by both proteins were identified (Li et al., 2014; Licatalosi et al., 2012). However, the early program composed of exons primarily targeted by PTBP1 was harder to define in the developing brain. By examining the PTBP1 splicing program in ESC culture, we now identify a large set of targets primarily responsive to PTBP1 regulation. Interestingly in ESCs, exons that are sensitive PTBP1 depletion are largely not responsive to the concomitant PTBP2 induction. This contrasts with NPCs where exons whose splicing shifts with PTBP1 depletion are often more strongly affected by PTBP1/2 co-depletion. We previously found that in mice heterozygous for the PTBP2 knockout mutation, certain exons were spliced at 50% the level seen in the homozygous null, indicating a strong effect of PTBP2 concentration. Similarly, we find here that certain exons, such as Gabbr1 exon 15, are very sensitive to moderate changes in PTBP1 expression, such as the reduction seen when ESCs differentiate into NPCs. Like PTBP2, the PTBP1 targets display a range of responsiveness to PTBP1 concentration, and the ESC system gives us a new tool for examining this earlier PTBP1 dependent program.

Alternative exons are usually regulated by ensembles of splicing factors acting to repress or activate their splicing (Fu and Ares, 2014; Lee and Rio, 2015). A question of interest is how targeting by the PTB proteins is affected by other neuronal splicing factors. Two known PTBP1 cofactors that may also affect PTBP2 are Matrin3 and Raver1 (Coelho et al., 2015; Rideau et al., 2006; Huttelmaier, et al., 2001d). Both these proteins are likely to affect the activity of PTBP1 and PTBP2 on certain targets. We find that both proteins are well expressed in ES cells, and Matrin3 is strongly upregulated with differentiation into NPCs and neurons. We recently identified several potential cofactors that alter the splicing of the PTBP1/2 target exon in Dlg4 (Zheng et al., 2013). These will also be interesting to examine in relation to additional PTBP targets, and whether they more strongly affect exons controlled by PTBP1, PTBP2 or both proteins. A protein that can counteract PTBP repression is nSR100/SRRM4, which is induced with neuronal differentiation and whose targets include some PTBP1/2 targets (Calarco et al., 2009; Raj et al., 2014). SRRM4 expression coincides with PTBP2, and its role may be to specifically antagonize the effects of PTBP2 on certain exons in immature neurons. It will be also interesting to identify the SRRM4 target exons during NPC differentiation and to assess their sensitivity to PTBP2 compared to PTBP1.

The intent of this study was to define a set of targets that are primarily responsive to PTBP1, and thus may affect early neuronal lineage commitment and differentiation. We identify a diverse group of transcripts that are sensitive to PTBP1 depletion from ESCs and which change their splicing when ESCs differentiate into NPCs and then into early neurons, as PTBP1 is reduced. Among these targets, we focused on Pbx1, which contains an alternative exon 7 that is highly responsive to PTBP1 concentration and is implicated in neuronal transcriptional regulation.

Using Cas9 genome editing, we created Pbx1 alleles that eliminate PTBP1 repression of exon 7, causing its premature splicing during development (Doudna and Charpentier, 2014; Cong and Zhang, 2015e). This early switch in Pbx1 isoforms was sufficient to induce a variety of transcripts, including multiple mRNAs implicated in neuronal lineage commitment. Thus, one function of PTBP1 is to repress the neuronal form of Pbx1 and prevent its action at target genes early in development. It will be interesting to further examine how different interactions of the two Pbx1 isoforms might lead to their different activities. Pbx1b lacks 83 amino acids at the C-terminus of Pbx1a but retains domains that facilitate interactions with the Hox, Prep, and Meis transcription factors (Longobardi et al., 2013). An earlier study found that Pbx1a and Pbx1b differ in their interactions with the transcriptional corepressors NCoR1 and NCoR2 and their ability to repress reporter gene expression (Asahara et al., 1999b). Our data indicates that Pbx1a may enhance Meis1 binding at the Hoxc5 locus to activate its expression. Thus, the changes in Pbx1 structure likely influence enhancer complex assembly at specific genes.

A splicing factor will often regulate a large network of targets that may overlap with the targets of other factors. The complexity of these regulatory programs is a challenge for understanding their biological roles. Mouse mutations in splicing regulators often exhibit lethal or highly pleiotropic phenotypes. Among the many affected transcripts, few isoforms are usually sufficiently analyzed to understand their altered activity. Cas9 genome editing offers an tool for examining differential isoform activity in the developing nervous system (Gueroussov et al., 2015c). Combining genome editing with stem cell differentiation allows the characterization of isoform activity in specific cells at specific times in development, and provides means for investigating the function of other PTB targets within the larger programs of neurogenesis.

## Materials and methods

### Tissue culture

HB9-GFP and 46C mouse ESCs were gifts of H. Wichterle and T. Jessell, Columbia University, and of J. Sanford, UCSC, respectively. Cells were confirmed for expression of appropriate developmental and transgenic markers by immunostaining, and to be mycoplasma-free by PCR-based testing. 46C and HB9-GFP mouse ESCs were grown on 0.1% gelatin-coated dish with CF1 mouse embryonic fibroblasts (Applied StemCell, Inc., Menlo Park, CA) in ESC media. ESC media consisted of DMEM (Fisher Scientific, Hampton, NH) supplemented with 15% ESC-qualified fetal bovine serum (Life Technologies, Carlsbad, CA), 1X non-essential amino acids (Life Technologies), 1X GlutaMAX (Life Technologies), 1X ESC-qualified nucleosides (EMD Millipore, Billerica, MA), 0.1 mM 2-Mercaptoethanol (Sigma-Aldrich, St. Louis, MO), and 1000U/ml ESGRO leukemia inhibitor factor (EMD Millipore).

46C and HB9-GFP ESCs were differentiated into NPCs according to (Conti et al., 2005), with minor modifications. Briefly, feeder-free ESCs were differentiated on 0.1% gelatin-coated dish in N2B27 media. N2B27 media consisted of 1:1 mixture of Neurobasal media (Life Technologies) and DMEM/F12 (Fisher Scientific) supplemented with 0.5X B27 without Vitamin A (Life Technologies), 0.5X N2 Supplement (Life Technologies), 1X GlutaMAX (Life Technologies), and 0.1 mM 2-Mercaptoethanol (Sigma-Aldrich). After seven days of differentiation, cells were trypsinized and grown in aggregate culture for two days in N2B27 supplemented with 10 ng/ml recombinant human EGF (PeproTech, Rocky Hill, NJ) and 10 ng/ml recombinant human FGF-basic (PeproTech). Aggregates were plated on poly-ornithine-coated (15 ug/ml, Sigma) and fibronectin-coated (1.5 ug/ml, Sigma-Aldrich) dishes in NPC media. NPC media consisted of DMEM/F12 (Fisher Scientific) supplemented 1X B27 without Vitamin A (Life Technologies), 1X GlutaMAX (Life Technologies), 0.1 mM 2-Mercaptoethanol (Sigma-Aldrich), 10 ng/ml recombinant human EGF (PeproTech), and 10 ng/ml recombinant human FGF-basic (PeproTech). NPCs were maintained on poly-ornithine-coated (15 ug/ml, Sigma-Aldrich) and fibronectin-coated (1.5 ug/ml, Sigma-Aldrich) dishes in NPC media for one to two passages. NPCs were differentiated with the removal of EGF and FGF, along with the addition of 1 uM all-trans retinoic acid (RA, Sigma-Aldrich).

HB9-GFP ESCs were differentiated to MNs according to (Wichterle et al., 2002), with minor modifications. Briefly, feeder-free ESCs were grown as aggregate culture for two days in MN media. MN media consisted of 1:1 mixture of Neurobasal media (Life Technologies) and DMEM/F12 (Fisher Scientific) supplemented with 10% Knockout Serum Replacement (Life Technologies), 1X GlutaMAX (Life Technologies), and 0.1 mM 2-Mercaptoethanol (Sigma-Aldrich). After two days, the MN media was supplemented with 1X N2 Supplement (Life Technologies), 1 uM all-trans retinoic acid (RA, Sigma-Aldrich), and 1 uM smoothened agonist (EMD Millipore). After five days of RA and SAG addition, EBs were plated on BD Matrigel (BD Biosciences), with the addition of 10 ng/ml BDNF (R&D Systems, Minneapolis, MN), 10 ng/ml GDNF (R&D Systems), and 10 ng/ml CNTF (R&D Systems).

### Cell sorting of GFP+ MNs

EBs were collected 5 or 8 days after RA and SAG addition. EBs were dissociated in Acutase (Innovative Cell Technologies, San Diego, CA) for 10 min and sorted using a BD FACSAria cell sorter at the UCLA Broad Stem Cell center core facility.

### siRNA transfections

46C ESCs and NPCs were transfected with Silencer Select Ptbp1 (Life Technologies; s72335, s72336) and Ptbp2 (Life Technologies; s80149, s80149) siRNAs using RNAiMax (Life Technologies) according to the manufacturer’s recommendations. Silencer Negative Control siRNA #1 (Life Technologies) and siGENOME Non-Targeting siRNA Pool #1 (GE Healthcare, Pittsburg, PA) were used as negative controls. ESCs were reverse transfected with 20 nM of siRNAs, treated again 24 hr later, and collected 72 hr post-transfections. NPCs were reverse transfected with 10 nM of siRNAs and collected 48 hr post-transfections.

### Western blots and immunocytochemistry

Western blots were performed on total protein from cell cultures lysed in RIPA buffer supplemented with protease inhibitors (Roche, Basel, Switzerland) and Benzonase (Sigma-Aldrich). Lysates were diluted in 4X SDS loading buffer, heated for at 95°C for 10 min, and loaded onto 10% polyacrylamide Laemmli SDS PAGE gels. Gels were run under standard electrophoresis conditions. Transfers were performed on a Novex X-Cell mini-cell transfer apparatus (Life Technologies) onto Immobilon-FL PVDF membranes (EMD Millipore). The membranes were probed under standard conditions with primary antibodies overnight at 4°C. The following primary antibodies were used: rabbit anti-PTBP1 antibody PTB-NT (1:3000) (Markovtsov et al., 2000), rabbit anti-PTBP2 antibody nPTB-IS2 (1:1000) (Sharma et al., 2005), rabbit anti-Pbx1 antibody (1:500, Cell Signaling, Danvers, MA), rabbit anti-U170K antibody (1:1000) (Sharma et al., 2005), and mouse anti-GAPDH 65C antibody (1:10000, Life Technologies). For fluorescent detection, the membranes were probed with ECL Plex Cy3 and Cy5-conjugated goat anti-mouse and goat anti-rabbit secondary antibodies (1:2000; GE Healthcare). The blots were then scanned on a Typhoon Phosphorimager (GE Healthcare) and quantified using ImageQuant software (GE Healthcare). For chemiluminescent detection, the membranes were probed with Amersham ECL HRP Conjugated Antibodies (1:4000, GE Healthcare) and developed using SuperSignal West Femto Maximum Sensitivity Substrate (Life Technologies) and Kodak BioMax XAR film (Sigma-Aldrich).

Cell cultures were fixed in 4% paraformaldehyde (Electron Microscopy Sciences, Hatfield, PA). Adherent fixed cells were incubated in permeabilization buffer (PBS, 0.25% Triton X-100), washed with block solution (PBS, 0.1% Triton X-100, 1% bovine serum albumin), and probed with primary antibodies overnight at 4°C. Fixed EB cell cultures were cryoprotected in 30% sucrose-PBS, frozen in Tissue-Tek OCT (Electron Microscopy Sciences), and stored at −80°C until use. 10 μM sections were prepared on a cryostat. Sections were washed with block solution, and probed with primary antibodies overnight at 4°C. The following primary antibodies were used: chicken anti-GFP antibody (1:1000, Abcam, Cambridge, United Kingdom), rabbit anti-HB9 antibody (1:8000) (Arber et al., 1999c), rabbit anti-PTBP2 antibody nPTB-IS2 (1:1000), mouse anti-Nestin antibody (1:250, Developmental Studies Hybridoma Bank, Iowa City, IA), and mouse-anti TuJ1 antibody (1:1000, Covance, Princeton, NJ). Samples were washed in PBS before incubation with Alexa-conjugated secondary antibodies (Life Technologies) for 2 hr at room temperature. Samples were rinsed in PBS and mounted with Prolong Gold AntiFade containing nuclear stain DAPI (Life Technologies). Images were acquired using the Carl Zeiss Laser Scanning System LSM 510 META confocal microscope.

### RNA isolation, RT-PCR, and real-time PCR

Total RNA was collected from cell cultures using Trizol (Life Technologies) according to the manufacturer’s instructions. RNA was quantified (A260) using a Nanodrop-1000 spectrophotometer (Nanodrop Technologies/Thermo Fisher, San Jose, CA). Total RNA (0.5–1 μg) was used for each sample in a 10 μL reaction with 0.25 μL of SuperScript III RT (Life Technologies). PCR reactions contained 200,000–500,000 counts per minute of 32P-labeled or 0.2 μM FAM-labeled reverse primer. PCR reactions were run for 24 cycles for ESCs, 19 cycles for NPCs, and 20 cycles for MN cultures at an annealing temperature of 60°C. PCR reactions were mixed 1:2 with 95% formamide and loaded onto 8% polyacrylamide, 7.5 M urea gels. Gels were run under standard electrophoresis conditions, dried, and imaged on a Typhoon Imager (GE Healthcare). Bands were quantified with ImageQuant software (GE Healthcare). Real-time PCR was performed using SensiFAST SYBER Lo-ROX Kit (Bioline, London, United Kingdom) on a QuantStudio 6 Real-Time PCR System (Life Technologies) according to the manufacturers’ instructions. Relative mRNA levels were determined using a standard curve with beta-actin as a normalizing control. A list of primer sequences is available in Supplementary file 1.

### Generation of CRISPR cell lines

Guide RNAs targeting Pbx1 intron 6 were designed using http://crispr.mit.edu/ and cloned into a modified pX330-U6-Chimeric_BB-CBh-hSpCas9 plasmid (gift of B. Stahl and J. Doudna, University of California, Berkley) according to the published protocol (Ran et al., 2013). To generate Cas9-targeted deletions, HB9-GFP ESCs were transfected with two modified pX330 constructs and pBABE-puro (Addgene, Cambridge, MA; #42230) using BioT (Bioland Scientific, Paramount, CA) according to the manufacturer’s recommendations. Transfected cells were then treated with 0.5 ug/ml puromycin (InVivoGen, San Diego, CA). Following puromycin selection, clonal ESC lines were isolated and genotyped for intron 6 deletions. Some intron 6 deletions using guides 1 and 4 resulted in the loss of splice sites needed for exon 7 splicing. After genotyping to identify intron 6 deletions, ESC clones were subjected to secondary tests to confirm exon 7 splicing. A list of guide RNA and genotyping primer sequences is in Supplementary file 1.

### iCLIP sequencing and data analysis

46C ESCs and NPCs were cross-linked at 100 mJ/cm2. Cell pellets were collected and flash-frozen for iCLIP library preparation (König et al., 2010). Modifications to the protocol are described in Supplementary file 2. Flag and PTBP1 libraries were subjected to 100 bp single-end sequencing at the UCLA Broad Stem Cell center core facility (Illumina HiSeq2000). Data analyses were performed according to (König et al., 2010), with minor modifications. Briefly, PCR duplicates were removed by comparing random portions of the sequenced barcodes. Unique reads were mapped to the mouse genome (mm9/NCBI37) using Bowtie, allowing up to two nucleotide mismatches (Langmead et al., 2009c). Mapped reads were further mapped to the longest transcripts in Known Gene table (Hsu et al., 2006d). Crosslink sites were defined as the nucleotide upstream of each iCLIP read, and the False Discovery Rate (FDR) calculated according to (König et al., 2010), with significant crosslink sites (FDR<0.01) used for clustering and downstream analyses. Significant crosslinking sites were extended 20 nucleotides on either side, and overlapping sites compiled into clusters. Genomic sequences 30 nucleotides upstream and downstream from each crosslink site were used for motif enrichment analyses. Z-scores for all pentamer motifs were calculated by comparing motif frequencies relative to randomly chosen intervals from the same introns. Cassette exons were evaluated for PTBP1 clusters containing ≥ four significant reads, and defined as likely targets if a cluster was present within the cassette exon or within the intron sequence 500 nt upstream or downstream.

### RNA sequencing and data analysis

To identify splicing changes during neuronal differentiation, polyA-plus RNA was isolated from HB9-GFP ESCs, NPCs, and Day 5 GFP+ MNs. Paired-end libraries were constructed using the TruSeq mRNA Library Prep Kit (Illumina, San Diego, CA) with modifications to generate strand-specific libraries (Li et al., 2014). The libraries were subjected to 100 nt paired-end sequencing at the UCLA Broad Stem Cell center core facility (Illumina HiSeq2000). Data were analyzed using the Cufflinks pipeline to generate 200–250 million mapped reads per sample (Trapnell et al., 2012). Alternative exon inclusion levels were determined by mapping to exon duo and trio databases using SpliceTrap (Wu et al., 2011). Gene Ontology analyses were performed using DAVID (Huang et al., 2009a).

To identify splicing changes following PTB protein depletion, polyA-plus RNA was isolated from 46C ESCs treated with siControl, siPtbp1, or siPtbp1/2 (n=3); and 46C NPCs treated with siControl, siPtbp1, siPtbp1/2, or siPtbp2 (n=2). Paired-end, strand-specific libraries were constructed using the TruSeq Stranded mRNA Library Prep Kit (Illumina). The libraries were subjected to 50 nt paired-end sequencing (Illumina HiSeq2000) to generate 30 to 50 million mapped reads per replicate. The replicates were then pooled for SpliceTrap analyses (Wu et al., 2011).

To identify gene expression changes with Pbx1a induction, polyA-plus RNA was isolated from HB9-GFP Day 2 MNs differentiated from wild type (n=3) and I6 +/- (n=5) ESC clones. Sequencing libraries were constructed using the TruSeq Stranded mRNA Library Prep Kit (Illumina) and subjected to 50 nt single-end sequencing (Illumina HiSeq2000) to generate 25 to 40 million mapped reads per replicate. Differential gene expression was calculated using the Cufflinks pipeline (q-value < 0.05). Normalized FPKM values were calculated by Cuffnorm and were used to perform a Welch’s t-test (*P*-value <0.05). Gene Ontology analyses were performed using DAVID (Huang et al., 2009a). Differentially expressed genes were evaluated for Pbx1 ChIP clusters (Penkov et al., 2013b). Pbx1 binding was determined if a ChIP cluster was present within a window 1 kb upstream and downstream of the gene locus.

### ChIP-qPCR

HB9-GFP EBs were collected 2 days after RA and SAG addition, and dissociated in 0.25% Trypsin (Life Technologies) for 10 min. Cell pellets were collected and flash-frozen for ChIP-qPCR. Cells were cross-linked using 1% methanol-free formaldehyde, and chromatin was isolated using a previously published protocol (Schjerven et al., 2013c). ChIP was performed using antibodies against Pbx1 (Cell Signaling), Meis1 (AbCam), and Prep1/Pknox1 (Thermo Fisher). Primers for qPCR are provided in Supplementary file 3.

Datasets are submitted to GEO with Accession Number GSE71179, downloadable at: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=stmpwqeyppetvkt&acc=GSE71179

A list of Genome Browser sessions is provided in Supplementary file 4.

## Additional files

Supplementary File 1. Primer and guide RNA sequences. **DOI:** http://dx.doi.org/10.7554/eLife.09268.025

Supplementary File 2. iCLIP protocol. **DOI:** http://dx.doi.org/10.7554/eLife.09268.026

Supplementary File 3. Primer sequences for ChIP-qPCR. **DOI:** http://dx.doi.org/10.7554/eLife.09268.027

Supplementary File 4. RNA-seq and iCLIP genome browser sessions. **DOI:** http://dx.doi.org/10.7554/eLife.09268.028

### Major datasets

The following dataset was generated:

Lin c,2016,The splicing regulator PTBP1 controls the activity of the transcription factor Pbx1 during neuronal differentiation,http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71179,Publicly available at the NCBI Gene Expression Omnibus (Accession no: GSE71179).

The following previously published dataset was used:

Penkov D, Mateos San Martín D, Fernandez-Díaz LC, Rosselló CA, Torroja C, Sánchez-Cabo F, Warnatz HJ, Sultan M, Yaspo ML, Gabrieli A, Tkachuk V, Brendolan A, Blasi F, Torres M,2013,TALE transcription factors binding and transcriptional effect,http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39609,Publicly available at the NCBI Gene Expression Omnibus (Accession no: GSE39609).

# Supplementary material for: The splicing regulator PTBP1 controls the activity of the transcription factor Pbx1 during neuronal differentiation
**Source:** eLife. 2015 Dec 24;4:e09268. doi: 10.7554/eLife.09268
**Supplement:** Supplementary File 1. — DOI: http://dx.doi.org/10.7554/eLife.09268.025

| RT-PCR primers |  |
| --- | --- |
| Pbx1_F | GTCACAGCCACCAATGTGTC |
| Pbx1_R | TGCGAGTCCGTCACTGTATC |
|  |  |
| Real time primers |  |
| Pbx1_F | TGGAGAAGTATGAGCAGGCA |
| Actb_F | GGCTGTATTCCCCTCCATCG |
| Actb_R | CCAGTTGGTAACAATGCCATGT |
|  |  |
| Guide RNA sequences |  |
| Pbx1-I6_g1 | GGAACCTCAATCATGTGCCC |
| Pbx1-I6_g2 | CGGCTAGATAGTCTCTGCGT |
| Pbx1-I6_g3 | CTAACAGACTGTAACTTGTC |
| Pbx1-I6_g4 | TCCTCTTGGCTGTTGGTTGC |
|  |  |
| Genotyping primers |  |
| Pbx1-I6_g1-4_del_F | CTTGCTGTCCCCATTGTGTC |
| Pbx1-I6_g1-4_del_R | ATCCCCATTGAGTGACTGCA |
| Pbx1-I6_g1-4_wt_F | TGTACTCTCCTGCTGTGTGA |
| Pbx1-I6_g1-4_wt_R | ATCCCCATTGAGTGACTGCA |
| Pbx1-I6_g2-3_F | GTTGTAAGTATGCACCCCGG |
| Pbx1-I6_g2-3_R | TGGGGAGTTTGCATCCTCAT |
| Pbx1-I6_g3-4_F | AGGAAGTTCAGGCCAAAGTCT |
| Pbx1-I6_g3-4_R | ATCCCCATTGAGTGACTGCA |

**Supplemental File 11**. Primer and guide RNA sequences.

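The table holds the primers and the guide RNAs that the paper used to delete parts of Pbx1 intron 6. Searched against the mm9 sequence, each of the 4 guides has 1 exact match of 20 nt followed by an NGG motif, which Cas9 needs to bind, and no further NGG site with 1 or 2 mismatches. Sites with 3 mismatches number 11 for guide g1, 1 for g2, 2 for g3 and 20 for g4. The expected cuts lie 5617, 3028, 1485 and 57 nt upstream of exon 7 for g1 to g4. Guides g1 and g4 thus bracket 5560 nt, g2 and g3 1543 nt, and g3 and g4 1428 nt. With the listed genotyping primers the intact locus would give products of 5941, 1847 and 1672 nt for these pairs, and the deleted locus 381, 304 and 244 nt. The primer pair for the intact g1 to g4 locus spans 555 nt.

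**Figure D6:**
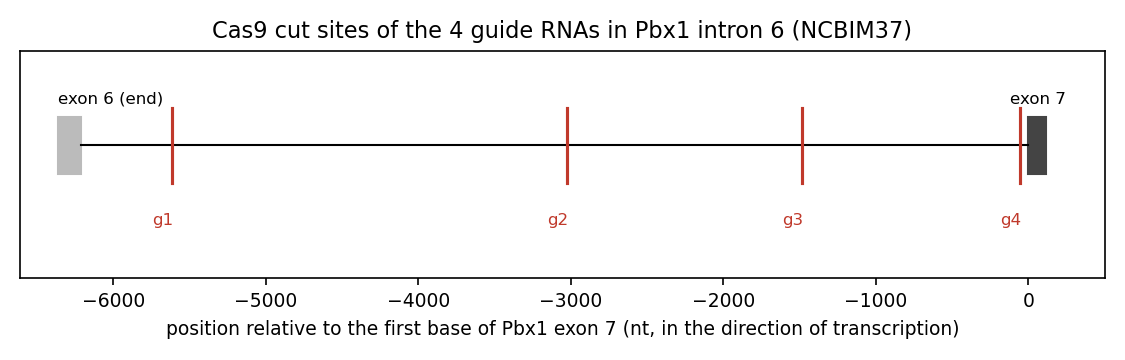
Map of Pbx1 intron 6 in nt upstream of exon 7, with exon 7 at the right and the expected cut of each of the 4 guides (red lines). The cut of g4 lies 57 nt before the exon.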

Description: A list of RT-PCR primers, real-time PCR primers, genotyping primers, and guide RNA sequences used in the study are provided.

# Supplementary material for: The splicing regulator PTBP1 controls the activity of the transcription factor Pbx1 during neuronal differentiation
**Source:** eLife. 2015 Dec 24;4:e09268. doi: 10.7554/eLife.09268
**Supplement:** Supplementary File 2. — DOI: http://dx.doi.org/10.7554/eLife.09268.026

**Supplemental File 12. iCLIP protocol.**

**iCLIP protocol, Black lab, rev. July 2013**

This follows the original iCLIP protocol developed by Ule lab (*König J et al, Nat Struct Mol Biol. 2010 17(7): 909–915*) with the following differences:

- Sample preparation is modified for compatibility with nuclear fractions.

- Partial digestion of RNA is carried out post immunoprecipitation with Micrococcal nuclease (MNase), similarly to Yeo lab's CLIP protocol (*Yeo GW et al, Nat Struct Mol Biol. 2009 16(2):130-7*).

- The immunoprecipitated RNA is fragmented in presence of yeast tRNA in predetermined ratio to the MNase, which allows to skip titration.

- The 3' hydroxyl end of the synthetic RNA linker is blocked by a biotin group, and the protein:crosslinked RNA:linker products are purified on monomeric Monomeric Avidin Agarose prior to separation by electrophoresis.

**Materials:**

**Tubes and tips:**

Use original Eppendforf 1.5 ml tubes. Tubes from other manufacturers may have lower quality lids. Barrier pipette tips are highly recommended. All plasticware should be RNase-free.

**Buffers:**

WB150 : 20 mM HEPES-KOH pH 7.5, 150 mM NaCl, 0.1% Triton-X100

WB750 : 20 mM HEPES-KOH pH 7.5, 750 mM NaCl, 0.1% Triton-X100

PNK buffer: 20 mM HEPES-KOH pH 7.5, 10 mM MgCl2, 0.2% Tween-20

EGTA buffer : 20 mM HEPES-KOH pH 7.5, 150 mM NaCl, 20 mM EGTA, 0.1% Triton X-100

TE buffer: 10 mM Tris-HCl pH 7.5, 1 mM EDTA.

Prepare these buffers with DEPC-treated MiliQ-H2O. Keep all of them except the TE buffer on ice.

**Oligonucleotides:**

**L3 linker (RNA)**: /Phos/-UGAGAUCGGAAGAGCGGUUCAG-**Biotin**

**RT primers**:

**RTclipGTT**: /Phos/-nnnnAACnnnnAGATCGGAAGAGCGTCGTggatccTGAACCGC

**RTclipGCC**: /Phos/-nnnnGGCnnnn...

**RTclipATC**: /Phos/-nnnnGATnnnn...

*Order RT primers with different barcodes in such a way that no single nucleotide substitution should convert one barcode to another.*

**cut_oligo**: GTTCAggatccACGACGCTCTTCaaaa

**P5solexa**: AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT

**P3solexa**: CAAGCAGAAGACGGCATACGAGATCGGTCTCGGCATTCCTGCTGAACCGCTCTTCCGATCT

**Magnetic beads: Dynabeads Protein G (Life Technologies, Cat# 10004D)**.

These beads are very tiny in size and work efficiently with diluted, large volume samples.

Because of their small size, not all beads will migrate to the sidewall of the tube next to the magnet when placed on a magnetic stand - some will remain on the lid of the tube or will be trapped in the foam layer on the top. To minimize the loss of beads with each washing, gently invert the magnetic rack with the tubes to allow the trapped beads to find their way to the magnet. Let the samples rest for several seconds, then repeat this until the foam layer becomes completely clear.

These beads also require rather vigorous shaking to de-clump after removal from the magnetic rack. Make sure to completely resuspend the beads at the beginning of each washing step. After resuspending the beads in washing buffer, we typically invert the tubes about 50-60 times.

Do not centrifuge these beads.

**Procedure:**

**1. Preparation of samples:**

- **HMW nuclear pellet**

- **Soluble nuclear fraction**, in buffer containing 20 mM HEPES-KOH pH 7.5, 150 mM NaCl, 1.5 mM MgCl2, 0.5 mM DTT, 1x Complete protease inhibitors, 0.6% Triton X-100

**- Whole cells**

ESCs and NPCs are irradiated with 100 mJ/cm2, harvested with 1x PBS, and pelleted at 700 x g for 2 min at 4 ˚C.

These UV doses were determined experimentally as described by Robert Darnell (*Cold Spring Harb Protoc; 2012; doi:10.1101/pdb.prot072132* ).

Add 10-15 volumes of buffer containing 20 mM HEPES-KOH pH 7.5, 150 mM NaCl, 0.6% Triton X-100, 0.1% SDS, 1 mM EDTA, and 0.5 mM DTT to **HMW or cell pellet**. Mix immediately by pipetting if this is a cell pellet. Add 20% SDS and 0.5 M EDTA to **soluble nuclear fraction or cytosol**, to final concentrations of 0.1% and 2 mM, respectively.

Sonicate in Bioruptor (Diagenode) at 4 ˚C in 30 pulses for 30 sec each. Make sure the chromatin is completely resuspended.

Centrifuge at 20,000 x g, 4 ˚C for 5 min. Transfer the supernatants in fresh tubes. Dilute with five volumes of buffer containing 20 mM HEPES-KOH pH 7.5, 150 mM NaCl, 0.5 mM DTT, 1.25x Complete protease inhibitors EDTA-free (Roche), and 50 µg/ml yeast tRNA. Mix briefly and centrifuge again at 20,000 x g, 4 ˚C for 10 min.

**2. Immobilization of antibodies**:

Transfer an appropriate amount of Dynabeads in a 1.5 ml tube. We use approximately 10 µl of packed beads per sample. Wash the beads three times in 1000 µl of WB150. Add about 5-50 µg of IgG per 10 µl of packed beads, add 700-1000 µl of WB150 and rotate overnight at 4 ˚C or for a few hours at room temperature.

Wash the beads three times with WB750 and once with WB150. Transfer the beads in fresh tube(s) using WB150.

**3.** **Immunoprecipitation:**

Add each supernatant to Dynabeads loaded with IgG and rotate overnight at 4 ˚C. Transfer the beads to fresh tubes with WB150. Wash five times with 1 ml of WB750 and two times with PNK buffer. At this point all samples should be split into aliquots containing 10 µl of packed beads each.

**4.** **RNA fragmentation:**

Collect the Dynabeads at the bottom of the tube using a magnet (not to the sidewall on magnetic rack stand), then completely remove the buffer on top of the beads. Remove the buffer the same way prior to all other enzymatic steps of this protocol.

Add 100 µl of 1x MNase buffer (NEB) containing 5.0 µg of yeast tRNA.

Place on Thermomixer (Eppednorf) and determine the minimum shaking speed at which the beads completely resuspend in the buffer. Set the Thermomixer at 37 ˚C, 15 sec shaking/15 sec rest, and equilibrate the samples at this temperature. Add 50 µl of 1x MNase buffer containing 60 gel units/ml (6 Kunz units/ml) of MNase (NEB, cat# M0247S). Incubate for exactly 5 min and stop the reaction with 500 µl of EGTA buffer.

This ratio of RNA to MNase routinely produces suitable partial digestion at the given incubation conditions.

Wash four times with EGTA buffer and two times with PNK buffer.

**5. Dephosphorylation of RNA:**

Add 100 µl of 1x FastAP buffer (Fermentas) containing 0.15 U/µl of Fast alkaline phosphatase (Thermo Scientific, cat# EF0651) and 0.2 U/µl of RNaseOUT (Life Technologies, cat# 10777-019). Incubate in a Thermomixer for 90 min at 37 ˚C, 15 sec shaking/20 sec rest. This long incubation is required for removal of the 3' phospate groups from MNase-cleaved RNA. The reaction is less efficient than dephosphorylation of 5' ends.

Wash four times with WB750 (the high salt buffer is required to wash away the phosphatase) and two times with PNK buffer.

**6. L3 linker ligation:**

Add 40 µl of 0.75x T4 RNA ligase1 buffer (NEB) containing 1 mM ATP, 25% PEG4000 (Sigma, cat# 202398), 0.5 U/µl T4 RNA ligase1 (NEB, cat# M0204S), 0.5 U/ul RNaseOUT, and 6.0 μM L3 linker.

Incubate in Thermomixer overnight at 16 ˚C, 15 sec shaking/4 min rest.

Wash four times with WB150 and two times with PNK buffer.

**7. 32P labeling by phosphorylation of the 5' ends:**

Add 16 µl of 1x PNK buffer (NEB) containing 150 µCi of γ[32P] ATP, 10 units of T4 Polynucleotide Kinase (NEB, cat# M0201S), and 1U/µl of RNaseOUT. Add 24 µl of PNK wash buffer.

Incubate in Thermomixer for 20 min at 37 ˚C, 15 sec shaking/20 sec rest. Wash three times with WB150.

**8. Elution from Dynabeads:**

Add 50 µl of buffer containing 100 mM Tris-HCl pH 7.5, 0.6% SDS, 5 mM EDTA, 50 mM DTT, and 50 ng/ul yeast tRNA. Incubate in Thermomixer for 10 min at 85 ˚C while shaking continuously. Transfer the eluted material in a fresh tube.

Rinse the dynabeads with 1200 µl of buffer containing 50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1.25x Complete protease inhibitors, 50 ng/ul yeast tRNA, and 0.1% Triton X-100. Add the supernatant to the eluted material from the previous step and mix briefly.

Centrifuge at maximum speed for five minutes at 4 ˚C. Transfer the supernatant to a fresh tube. This centrifugation helps to completely remove the Dynabeads.

**9. Binding on Monomeric Avidin beads:**

*This is an additional purification designed to remove the IgG heavy chains, which comigrate or run slightly above the Rbfox proteins on SDS-PAGE. We find that this helps to get cleaner results with other proteins as well. The L3 linker must have a 3' biotin residue.*

Wash Immobilized Monomeric Avidin Agarose (Thermo Scientific, cat# 20228) three times with WB150. Pellet the beads after each washing step at 500-1,000 x g, 4 ˚C for 1 min, using a swing bucket rotor, but not a fixed rotor. This helps minimize the loss of beads.

Remove the supernatant and add one packed beads volume of WB150. Add 15 µl of resuspended beads to each sample. Incubate on a rotator for 3-4 hours at 4 ˚C.

Wash the beads three times with WB150 and once with EGTA buffer. After removing the last wash buffer, centrifuge again and carefully remove the remaining 5-20 µl of supernatant using a P10 pipette.

**10. Elution from monomeric avdin beads:**

Add 30 µl of buffer containing 100 mM Tris-HCl pH 7.5, 10% Glycerol, 2.2% SDS, and 5 mM EDTA. Incubate in Thermomixer for 10 min at 85 ˚C while shaking.

Centrifuge in fixed rotor at 10,000 x g for 1 min. Carefully remove 25 µl of supernatant and transfer to a fresh tube. Add 5 µl of 1x LDS sample buffer (Life Technologies, 4x stock cat# NP0007) containing 300 mM DTT.

Store at -20 ˚C or proceed with the next step.

**11. NuPAGE electrophoresis:**

Incubate the samples at 90 ˚C for 10 min.

Prerun a 10% NuPAGE Bis-Tris Gel (Life Technologies, cat# NP0307) with 1x MOPS SDS running buffer (Life Technologies, 20x stock cat# NP0001) for 10-15 min at 75 V. Remove the foam on the top of the gel, and rinse the wells of the gel by pipetting. Load 30 µl of sample per preparative lane. Load 7.5 µl of Novex sharp pre-stained protein standards (Life Technologies, cat#57318) in the analytical lane. Run for 10-20 min at 75 V, then increase the voltage to 110-120 V and continue the electrophoresis until necessary.

**12. Electrotransfer:**

Equilibrate the gel for 5 min in transfer buffer (25 mM Bis-Tris, 25 mM Bicine,1 mM EDTA, pH 7.2, 10% Methanol, 0.02% SDS). Rinse a piece of Protran BA-85 nitrocellulose membrane (0.45 µM pore size, Whatman GmbH cat#10104594) with miliQ-H2O and then equilibrate in transfer buffer. Equilibrate a sheet of extra-thick blot paper (Bio-Rad, cat# 1703969) in transfer buffer and place it over the cathode of a Semi-Dry Electrophoretic Transfer Cell (Bio-Rad cat# 170-3940). Place the membrane over the paper, then place the gel over the membrane. Avoid trapping air bubbles. Cover the gel with another sheet of extra-thick blot paper soaked in buffer. Transfer for 60-75 min at 400 mA, not exceeding 15 V.

Briefly rinse with MiliQ-H2O and wrap the membrane in saran foil.

**13. Size selection of RNA crosslinked to the immunoprecipitated protein:**

Expose an X-ray film or a Phosphoimager screen to the membrane. Use appropriate guides to align the image with the membrane. Excise regions of the lanes of interest 20-40 kDa above the protein of interest. Transfer each cut piece of membrane in a separate 1.5 ml tube.

**14. Elution of RNA by deproteinization:**

Add 300 µl of buffer containing 100 mM Tris-HCl ph 7.5, 50 mM NaCl, 10 mM EDTA, and 2 µg/µl proteinse K and completely submerge the membrane. Incubate for 30 min at 55 ˚C while shaking continuously. Preincubate buffer containing 100 mM Tris-HCl pH 7.5, 50 mM NaCl, 10 mM EDTA, 7 M Urea, and 0.5 µg/µl proteinase K for 2 min at 55 ˚C. Add 300 µl of this buffer to each tube and continue the incubation for another 30 min.

Transfer the solution to a fresh tube, add equal volume (600 µl) of Phenol: Chloroform 5:1, pH 4.5), and vortex for 30 sec. Centrifuge at maximum speed for 5 min and carefully transfer the aqueous phase to a fresh tube. Add 0.5 µl of 15 µg/µl GlycoBlue (Life Technologies, cat# AM9516), and 60 µl of 3M sodium acetate pH 5.4. Mix briefly, add 660 µl of isopropanol, mix thoroughly, and incubate overnight at -20 ˚C.

Centrifuge at 20,000 x g, 4 ˚C for 30 min. Wash the pellet with 1 ml of 75% Ethanol. Completely remove the ethanol, and air dry the pellet for a maximum of 2 min. Add 5.70 µl DEPC treated MiliQ-H2O and let the tube sit on ice for 5-10 minutes.

**15. Reverse transcription:**

Add 0.5 µl of 10 mM dNTP mix and 0.5 µl of 2 µM RT primer to a PCR tube. Add 5.5 µl of RNA sample and mix 5-10 times by pipetting. Incubate in a PCR machine for 5 min at 70 ˚C with lid heating. Take the tube from 70 ˚C and place it directly on ice for at least 1 min. Set the PCR heat block at 25 ˚C. Equilibrate the tube at this temperature for 30-60 sec and add 3.5 µl of a mix containing 2 µl of 5x First strand buffer, 0.5 µl of 100 mM DTT, 0.5 ul of 100 U/µl SuperScript III Reverse Transcriptase (Life Technologies, cat# 18080-044), and 0.5 µl of 40 U/µl RNaseOUT. Mix 10 times by pipetting. Incubate the sample at 25 ˚C for 5 min, then for 20 min at 42 ˚C, and for another 20 min at 48 ˚C.

Transfer the reverse transcription reaction to a 1.5 ml tube, add 100 µl of TE buffer and 320 µl of Ethanol:3M sodium acetate pH 5.4 (25:1), mix and incubate overnight at -20 ˚C. Centrifuge at 20,000 x g, 4 ˚C for 30 min. Wash the pellet with 1 ml of 75% Ethanol. Remove the ethanol completely and dissolve the pellet in 5.0 µl of MiliQ-H2O. Add 7.5 µl of Formamide containing 10 mM EDTA, Bromophenol Blue, and Xylene Cyanol tracking dyes.

**16. Size selection of cDNA:**

Prepare molecular weight marker in the following way: Mix 2.0 µl of GeneScan 500 LIZ marker (Life Technologies, cat# 4322682), 3.0 µl of MiliQ-H2O, and 15 µl of Formamide containing 10 mM EDTA, but not tracking dyes.

Thoroughly clean electrophoretic glass plates and cast a 5.5% acrylamide:bisacrylamide (19:1) / 1xTBE / 50% Urea gel using 0.4-0.5 mm spacers. Let the gel polymerase for an additional 30-60 min after becoming solid. Attach a metal plate to one of the glass plates for uniform heat dissipation. Pre-run the gel with 1x TBE running buffer for 15 min at 21 W. Denature the samples and the marker for 5 min at 85 ˚C and then place them immediately on ice for at least one minute. Rinse the wells of the gel by pipetting to remove the urea that migrated there during the pre-run. Load 12.5 µl of sample per lane, then load 10 µl of marker on the left hand side of the first sample and the right hand side of the last sample. Run the electrophoresis for 15-20 min at 21 W.

Rinse with Milli-Q water and wipe/dry the outer surface of the glass plates, but do not remove them from the gel. Scan the gel in a Typhoon scanner, Cy5 channel, +3 mm focal plane to detect the bands of the marker. Print this image in actual size and also print a mirror image. Remove one of the glass plates, put the corresponding printout under the remaining glass plate, align it with the gel and use it as a guide to excise a gel slice from each lane, containing cDNA in the range of 70-120 nt (cDNA length = 56 nt + RNA fragment length).

Chop each piece of gel into 15-25 smaller pieces, transfer them to a 1.5 ml tube, and add 700 µl of TE buffer. Keep on a rotator at room temperature for several hours or overnight.

Centrifuge for 1 min at maximum speed, then carefully transfer the TE buffer into a fresh tube. We use 200 µl flat tips to avoid transferring small acrylamide pieces with the buffer. Add 0.5 µl of 15 µg/µl GlycoBlue, 75 µl of 3M sodium acetate pH 5.4, and mix. Add 750 µl of isopropanol, mix again, and store overnight at -20 ˚C. Centrifuge for 30 min at 20,000 x g, 4 ˚C. Wash the pellets with 1 ml of 75% Ethanol. Remove the ethanol completely, air dry the pellet for a maximum of 2 min. Add 6.70 µl DEPC treated MiliQ-H2O and let the tube sit on ice for 5-10 minutes.

**17. Circularization of the cDNA:**

Add 1.5 µl of the following mix in a PCR tube: 0.8 µl of 10x Circligase II buffer, 0.4 µl of 50 mM MnCl2, and 0.3 µl of 100U/µl CircLigase II ssDNA ligase (Epicentre, cat# CL9021K). Add 6.5 µl of cDNA solution and mix by pipetting. Incubate in a PCR machine at 60 ˚C for 60 min with lid heating.

**18. Linearization at the BamHI site:**

Add 30 µl of the following mix: 4 µl of 10x FastDigest buffer, 0.9 µl of 10 µM cut_oligo, and 25.1 µl of MiliQ- H2O. Incubate for 4 min at 95 ˚C, then decrease the temperature by 1 ˚C every 60 sec until reaching 37 ˚C. Add 2 µl of FastDigest BamHI (Thermo Scientific, cat# FD0054), mix and incubate for 30 min at 37 ˚C.

Transfer the sample to 1.5 ml tube, add 200 µl of TE buffer, add 700 µl of Ethanol:3M sodium acetate pH 5.4 (25:1), and mix and incubate overnight at -20 ˚C. Centrifuge at 20,000 x g, 4 ˚C for 30 min. Wash the pellet with 1 ml of 75% Ethanol. Remove the ethanol completely, dry the pellet briefly, and dissolve in 22 µl of MiliQ-H2O.

**19. Analytical PCR to determine the optimum number of cycles for preparative amplification:**

Prepare 42 µl of PCR reaction mix containing 2 µl of single stranded DNA template, 1x Pfu buffer, 0.2 mM dNTP mix, 0.2 µM of each P5solexa and P3solexa primers, and 0.5 units of Pfu polymerase. Split this mix into four aliquots of 10 µl each in PCR tubes.

Prepare a negative control the same way, adding water instead of template.

Amplify one aliquot from each PCR mix for 20, 24, 28, and 32 cycles using the following parameters: initial denaturation: 94 ˚C for 3 min, cycle (denaturation 94 ˚C for 30 sec, annealing 63.5 ˚C for 15 sec, extension 72 ˚C for 30 sec), final extension for 7 min at 72 ˚C, cool down to 4 ˚C.

Using a separate set of pipettes and a separate bench if available, run these samples on a 2% agarose gel containing 0.5x TBE and 0.5 µg/ml Ethidium bromide. For each sample, calculate the number of cycles that will produce about 50-200 ng of PCR product from the rest of the template.

**20. Preparative PCR:**

Prepare 30 µl of PCR reaction mix the same way as above, using 20 µl of single stranded DNA template. Amplify by PCR using the parameters described above and the number of cycles determined at the analytical step.

Run the PCR reactions on a 2% agarose gel and excise gel bands containing products ranging from 150 to 210 bp. (PCR product length = 132 bp + RNA fragment length)

Extract DNA from the agarose gel slice using a Zymoclean Gel DNA recovery kit (Zymo Research, cat# D4007). Elute DNA from the column with 10 µl of EB buffer (Qiagen, cat# 19086).

Determine the concentration of DNA by Qubit using the dsDNA BR Assay Kit (Life technologies, cat# Q32850). Prepare 5-20 µl of sequencing library, containing 10 nM DNA and 0.1% Tween-20 in buffer EB. Multiple PCR products can be mixed together if they were prepared with RT primers bearing different barcodes.

Sequence in Illumina HiSeq2000 single end 100 nt.

# Supplementary material for: The splicing regulator PTBP1 controls the activity of the transcription factor Pbx1 during neuronal differentiation
**Source:** eLife. 2015 Dec 24;4:e09268. doi: 10.7554/eLife.09268
**Supplement:** Supplementary File 3. — DOI: http://dx.doi.org/10.7554/eLife.09268.027

**Supplemental File 13**. Primer sequences for ChIP-qPCR.

Description: A list of qPCR primers used in the ChIP-qPCR studies are provided.

| qPCR primers |  |
| --- | --- |
| Hoxa3_F | AAAAGCACTCCGGGCCAG |
| Hoxa3_R | CTTTGGGGAGCCGAGTCATA |
| Hoxc5_F | GGGTTTTATAGGCCATGCGG |
| Hoxc5_R | TTACGAGCCATTGATGCCTG |
| Igfr1_F | CCCTCTCTCTCAGCCAATCA |
| Igfr1_R | GACAAGTCCTGCAGCCAATC |
| Midn_F | CATGGGAAAGGGCTCATTGG |
| Midn_R | TAAAGTCCCGCCTCCAGAAG |
| Tshz3_F | CTGATTGATCGCCCGTCATG |
| Tshz3_R | GAGCTTGGCCTCACTATTGC |
| Zfp503_F | CCTCGACCGCAATCAATCAG |
| Zfp503_R | AAGTCTCACCCGCCTTGTAA |

# Supplementary material for: The splicing regulator PTBP1 controls the activity of the transcription factor Pbx1 during neuronal differentiation
**Source:** eLife. 2015 Dec 24;4:e09268. doi: 10.7554/eLife.09268
**Supplement:** Supplementary File 4. — DOI: http://dx.doi.org/10.7554/eLife.09268.028

**Supplemental File 14**. RNA-seq and iCLIP genome browser sessions.

Description: Links to RNA-seq and iCLIP genome browser sessions are provided.

ESC neuronal differentiation RNA-seq

<http://genome.ucsc.edu/cgi-bin/hgTracks?hgS_doOtherUser=submit&hgS_otherUserName=chiaho&hgS_otherUserSessionName=Anthony_mouse>

ESC PTBP KD RNA-seq

<http://genome.ucsc.edu/cgi-bin/hgTracks?hgS_doOtherUser=submit&hgS_otherUserName=chiaho&hgS_otherUserSessionName=Anthony_rna_seq_20140206>

NPC PTBP KD RNA-seq

<http://genome.ucsc.edu/cgi-bin/hgTracks?hgS_doOtherUser=submit&hgS_otherUserName=chiaho&hgS_otherUserSessionName=Anthony_NPC_rna_seq>

PTBP1 iCLIP-seq

<http://genome.ucsc.edu/cgi-bin/hgTracks?hgS_doOtherUser=submit&hgS_otherUserName=chiaho&hgS_otherUserSessionName=Anthony_PTB_46C_mESC_mNPC_significant_iclip_combined_cluster_11252015>

How the deposited data were processed for this re-analysis (not part of the article)

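The samples are 3 strand-specific poly-A RNA libraries of mouse cells, 1 each of embryonic stem cells (ESC), Nestin positive neural progenitor cells (NPC) and motor neurons sorted for HB9-GFP (MN). Reads were 100 nt long and paired. The authors mapped them to the exon duos and trios of the SpliceTrap database, and the submitters' notes also name CASAVA, TopHat and build mm9. Versions of these programs are not given in the sources used here. The deposited values of each event are a fraction (the inclusion ratio of the middle exon before and after the SpliceTrap model), the counts of reads across the 3 junctions, without normalization, and a coverage signal per exon and for the full isoform, not scaled for library size. The fraction after the model, in percent, is the PSI used here. The sequence reads themselves were not analysed here, nor were the knockdown, iCLIP and CRISPR libraries of the study. From those, only the paper's own tables entered.

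Of the 228333 events, 148292 had at least 20 junction reads in ESCs (64.9%), 163147 in NPCs (71.5%) and 151000 in MNs (66.1%), and the median of these was 314, 373 and 328 reads. Events were named from GENCODE vM1 by exon coordinates, which gave 18653 genes, and 95.3% of 1841 events that the paper's tables name received the same symbol. The first intron of 98.4% of the cassette events begins with GT and ends with AG in the mm9 sequence.

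The cell types were compared in 3 pairs, with ESC and MN, NPC and MN, and ESC and NPC. With 1 library per cell type no test of the conditions can be made, so events were counted by size: a change of at least 15 percentage points and at least 20 junction reads in each library. Junction inclusion was the mean of the upstream and downstream junction reads over that mean plus the skipping reads, with Clopper-Pearson 95% intervals. Fisher's exact test, 2-sided with Benjamini-Hochberg adjustment at 0.05, compared reads of the 2 libraries. Gene levels are reads over each distinct junction of a gene, scaled to 1000000 of the library's total, and their ratios carry exact conditional binomial intervals. Against the paper's expression table, of which the first 1997 genes were used, the log ratio of MN to ESC had a correlation of 0.971 over 428 genes. Of the paper's list of events between ESC and NPC, the first 505 of 750 entries were used, and no overlap was tested on it.

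Shares of gene lists, microexons and knockdown exons were set beside 10000 random sets matched in 10 bins of junction reads, and for knockdown exons also in 10 bins of PSI, with seed 1. Each bin held an equal number of exons or genes, so the PSI bins set exons listed as alternative apart only coarsely. A list was called different outside the central 95% of these sets. The 16 gene lists were written by hand from general knowledge. They comprise 8 functional lists (GTPase signaling, axons and projections, cell junctions and adhesion, cytoskeleton and motors, protein kinases and phosphatases, splicing and RNA binding, synapse with vesicles and channels, transcription and chromatin), 2 control lists (mitochondrial respiration, ribosomal proteins) and 6 marker lists (pluripotency, neural progenitor, motor neuron, glia, endoderm and mesoderm, feeder fibroblast). In the sequence analysis, exons were translated with and without the named exon in the annotated transcript, pyrimidines were counted in the 100 nt upstream, and guides of 20 nt were searched on both strands with up to 3 mismatches.

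The lists, comparisons, thresholds and alternatives were set before the data were examined, except where a result is said to have been chosen later. Exons are named where the paper names them, where they are among the 8 largest rises or falls of a pair, or where they are among the 4 largest changes of a list. Values in the paper's tables had been seen when this rule was written. Macf1, the exons of Mark4, Fbxo25, Smg7, Mtap4, Dab1 and Wsb1 among the direct targets, the exon of App listed as alternative, the splice site in Enah, the retained introns and most genes named for their expression were chosen after their values were seen. The counts of exons that keep their change on junction reads were also added at that point, and exons within the rule whose change was not kept on junction reads were then mostly left unnamed.

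The alternatives were cutoffs of 10, 20 and 30 points, minima of 0, 10 and 50 junction reads, PSI from junction reads alone, reads thinned to the shallower library, overlapping events counted once, Fisher's exact test or a normal tail as a further condition, and random lists matched on the number of events as well. The method was tested on simulated data made from the ESC and MN libraries: of 126264 unchanged cassette exons the size rule took 646 as changed, and none when Fisher's exact test was required too. Of 200 simulated changes of 30 points it found 98%, with 1 in the wrong direction, and 43% when the test was required. The simulated PSI was drawn from junction reads alone, so the SpliceTrap model behind the deposited PSI was not tested. Of 40 random gene lists, 1 fell outside the central 95%. Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and drawn with matplotlib 3.10.9.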

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

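The tests of the coverage model on microexons, of unspliced RNA and of all 4 explanations for the fibroblast genes were chosen only after the result was seen, and what the mesenchymal and unspliced RNA explanations require was rewritten once their values were known, while the comparison among microexons listed as alternative was added after the overall share was seen but before its own value.

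Microexons, which the paper does not examine as a class, changed far more often than longer exons: 27.5% of those measured from ESCs to MNs and 26.5% from NPCs to MNs. Dtna, a cytoskeletal dystrobrevin, gained one of 9 nt (0.1% to 99.8% from ESCs to MNs). How the event database lists them is argued against as the whole source. Among exons listed as alternative 57.9% of 271 microexons changed, and random sets of longer exons reached 27.3% at most in their central 95%. The random mean was 22.5% there and 2.70% over all measured exons. The ratio is thus smaller there, and the listing may account for part of the contrast. The coverage model is argued against by a share of 26.7% on junction reads alone, where random sets reached 2.89%. Srrm4, a regulator that promotes microexons in neurons, had 70.7 times more reads per unit of depth in MNs than in ESCs (95% interval 53.3 to 95.8, from 49 ESC reads). Rbfox3 (68.9 times), Nova1 (37.1) and Elavl4 (1442) were higher in MNs too, so the ratio does not single out Srrm4, whose onset may contribute, as a hypothesis from the same data, but was not separated from theirs or from the lower Ptbp1.

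Retained introns, which the paper does not discuss as a class, had a higher PSI after ESCs, by 8.30 points on average in MNs (standard error over introns 0.542) and 7.24 points in NPCs (0.432). Nr1h2, a nuclear receptor for oxysterols, has one of 270 nt that went from 16.1% in ESCs to 79.2% in MNs (24.3% to 84.6% on junction reads), whereas the largest rise, in Phf12, from 23.4% to 93.8%, was from 87.2% to 97.52% on junction reads. The coverage model is argued against by a mean of 7.98 points on junction reads alone (standard error 0.506), and low depth by 7.63 points among introns with at least 100 reads (0.602). Whether the NPC and MN libraries hold more unspliced RNA, from the cells or from the RNA preparation, stays open, since the 74.8% of 695 introns with a higher PSI in MNs restate the pattern and do not test its source. With 1 library of each cell type these sources could not be separated.

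Fibroblast genes, markers that the paper does not report on, summed to 15523 reads in NPCs after scaling to 1000000, with Col3a1, Sparc and Col1a1 at 4867, 1655 and 988. Marker lists are taken here without genes that stand in another list, and the full fibroblast list summed to 19517 in NPCs. A swapped NPC sample is argued against by progenitor genes, 92.3% of which were highest in that library, and feeder cells kept at their ESC share by a median NPC to ESC ratio of 20.1 over 26 genes (lower quartile 6.93). Cells of a mesenchymal type among the NPCs and expression by the progenitors themselves cannot be told apart: 88.9% of 27 genes were highest in NPCs, and their sum was 5.94 times that in ESCs, but a library of mixed cells does not show which cells hold a transcript. The exceptions, highest in ESCs, were Fn1, Tagln and Serpine1. The MNs were sorted for GFP, a step that would remove such cells from that library, and the fibroblast genes there summed to 168. The full list, with genes that also stand in other lists, summed to 848 in MNs, where Vim was its highest gene.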

How the results depend on the processing

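A filter inferred from the authors' list and the knockdown share without direct targets were chosen only after the result was seen, and the comparison among microexons listed as alternative after the overall share was seen but before its own value. The inferred filter asks for a coverage of 50 on both flanking exons, 5 reads on each junction in 1 of the libraries, a change as large as the smallest listed and a normal tail p under 0.05, with each exon counted once. Whether the authors used it is not known, and it takes 62 and 69 events that they do not list for the pairs with MNs, and 372 beyond the 505 entries used for ESC and NPC. Of the values recomputed for the main results, 179 kept their direction and side of the threshold or stayed near the first value, 48 moved further, 7 no longer passed the threshold and 1 reversed. For all moves the cause was not tested, beyond what the setting itself removes or adds.

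In the order ESC to MN, NPC to MN and ESC to NPC, events numbered 1579, 1199 and 604 at a cutoff of 30 points, 9386, 7457 and 7074 with no minimum of reads, 1754, 1371 and 774 with Fisher's exact test, and 1263, 1287 and 877 under the inferred filter. From NPC to MN they numbered 5210 at a cutoff of 10 points and 2209 with overlapping events counted once, and from ESC to NPC 3742 at 10 points and 1419 at 20 points. Cassette exons in the same order numbered 1384, 1095 and 516 at 30 points, 7498, 6068 and 5519 with no minimum, 1449, 1184 and 603 with Fisher's exact test, 1113, 1104 and 646 under the inferred filter, and 1959, 1834 and 1106 counted once. They numbered 4314 from NPC to MN at 10 points, and from ESC to NPC 2860 at 10 points, 1152 at 20 points and 1159 on junction reads alone.

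The share of changed cassette exons that rose from ESC to MN was 38.4%, 43.2% and 48.2% at cutoffs of 10, 20 and 30 points, 42.9% with no minimum, 43.4% on junction reads alone and 44.0% under the inferred filter. From NPC to MN it was 41.0% and 45.4% at 20 and 30 points, 45.7% with no minimum, 44.4% on junction reads and 41.1% under the inferred filter. All of these stay below 50%, but from NPC to MN 50.8% rose among exons that the event database lists as alternative, and 50.3% on junction reads alone, so that the excess of falls lies in exons it lists as constitutive. From ESC to NPC it was 56.0% at 30 points and reversed to 46.0% with no minimum of reads.

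The splicing and RNA-binding list from NPC to MN had percentiles of 92.9 at 20 points, 79.1 at 30 points, 96.0 at a minimum of 50 reads and 81.9 on junction reads, and so was not above the random lists there. The control lists of mitochondrial and ribosomal genes, below the random lists at first, had percentiles of 53.7 and 41.8 once random lists were matched on the number of events per gene. At 30 points the NPC knockdown exons of the same direction numbered 65, and 79.3% of those changed had that direction, within the range of random sets. The share of microexons stayed above the random sets under all 24 recomputed values, as did the ESC knockdown share.

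Among single named exons, 107 of the recomputed changes were kept, 12 fell under the cutoff and 3 passed it. Enah, a large exon, had 8.39 points from ESC to MN on junction reads, and Pkm2 -4.52. The ESC to NPC changes of Dock7 (14.7) and the Gatad2a exon of 75 nt (-14.9) lay just under the cutoff on junction reads, while the nested Gatad2a event of 16 nt (-19.2) and Dlg4 after thinning (16.2) passed it.

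No paired analysis was possible because each cell type has 1 library, and no library could be left out. A share of changed exons with knockdown exons over only the events measured in both data sets was not run, since the knockdown tables list changed events alone. Depth limits the exact test. With changes of 20 points simulated on junction reads alone the size rule found 84.5% and the test 20%. At 50 points they found 100% and 79%. Pbx1 exon 7 has 23 junction reads in ESCs, and its 5 inclusion and 13 skipping reads leave its interval from 9.69 to 53.5.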

Differences from the paper's values

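A filter inferred from the authors' list was chosen after seeing the values, and whether the authors used it is not known. The paper gives 1201 differential events between ESCs and MNs where 3763 were counted here, 1218 (the paper's) against 3334 between NPCs and MNs, and 750 (the paper's) against 2224 between ESCs and NPCs. The paper states a change of 15% and a p below 0.05, whereas the counts here use 15 points with a minimum of 20 junction reads and no p. Of the alternatives set before the data were examined, a cutoff of 30 points (1579, 1199 and 604) and the addition of Fisher's exact test (1754, 1371 and 774) come within 1.5 times the paper's counts for all 3 pairs. The cutoffs of 10 points (5418, 5210, 3742) and 20 points (2732, 2266, 1419), no minimum of reads (9386, 7457, 7074), minima of 10 reads (4567, 3939, 2824) and 50 reads (2694, 2486, 1552), junction reads alone (2828, 2480, 1687), overlapping events counted once (2513, 2209, 1496), thinned reads (2978, 2623, 1868) and a normal tail (3763, 3334, 2224) do not. The inferred filter, chosen after seeing the values, gives 1263, 1287 and 877. It takes 62, 69 and 372 events that are not in the listed entries used here. For ESCs and NPCs its p condition covered cassette exons only, which leaves the other classes in the 877 without that condition. The filter drops 0 of the paper's own listed events that are held here (1201, 1218 and the first 505 of 750). That was fixed in advance, since its thresholds were read from these listed events. The listed PSI values equal the ones used here within 0.11 points for all of these, 1166, 1186 and 505 of them are in the counts here, and 34 and 31 events listed for the pairs with MNs changed by less than 15 points.

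For the share of neuronal exons regulated by PTBP1, the paper gives 30% between ESCs and MNs and 16% between NPCs and MNs, and the values here are 6.29% and 3.56% of all changed cassette exons. None of the alternatives set before the data were examined comes within 1.5 times: 4.93%, 7.86% and 10.3% at cutoffs of 10, 20 and 30 points for ESCs and 2.74%, 4.36% and 5.94% for NPCs, 2.69% and 1.75% with no minimum, 5.35% and 3.09% at 10 reads, 8.02% and 4.37% at 50 reads, 8.92% and 5.11% on junction reads and 12.2% and 7.43% with Fisher's exact test. The inferred filter, chosen after seeing the values, gives 13.5% and 8.06%, and by the way it was made it drops 0 of the listed events. The paper's own 153 and 89 exons stand beside 1052 and 1036 cassette exons in its list of events (14.54% and 8.59%), and the denominator of its percentages is not stated in the text used here. For PTBP1 and PTBP2 together, the paper gives 31% in ESCs and 30% in NPCs against 6.36% and 6.35% here, with no alternative run.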

Other observations

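Partners of PTBP1 and other splicing regulators differed in mRNA between the cell types. Matr3, a nuclear matrix protein that binds PTB proteins, had 34.6 reads in ESCs, 376 in NPCs and 610 in MNs after scaling to 1000000, 17.7 times more in MNs than in ESCs (95% interval 17.0 to 18.4), and Raver1, a PTB corepressor, had 118, 104 and 53.9, with an MN to ESC ratio of 0.457 (0.439 to 0.476). Esrp1, a splicing regulator of epithelial cells, had 82.0, 8.05 and 0.0521. Some neuronal regulators were higher in MNs than in NPCs: Rbfox3 had 72.0 against 7.10, Nova1 68.5 against 15.5, Elavl3 177 against 25.7 and Elavl4 275 against 12.5. Celf2 went the other way, with 92.0 in NPCs and 17.1 in MNs. Further splicing regulators were measured and are not listed here. The genes named here were chosen after their values were seen, as were the counts of exons kept on junction reads and of exons that changed in both comparisons.

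Known PTBP1 targets that the paper names moved in several ways. Pkm2, which encodes pyruvate kinase M, had its exon of 167 nt at 99.8% in ESCs and 82.1% in MNs, a change of -4.52 points on junction reads, and the exon of 78 nt in Ptbp1 itself fell from 55.5% to 39.5%. Rbm27, an RNA-binding protein, had 85.2%, 79.9% and 85.8% in ESCs, NPCs and MNs, all within the cutoff. Fam38a, a mechanosensitive channel, had 84.0% in ESCs and 82.9% in NPCs, and in MNs 9 reads, too few to be measured. Dlg4 mRNA had 16.4, 195 and 277 reads in ESCs, NPCs and MNs on the same scale. No event of Eif4g2, a translation factor, is in the paper's tables that were used.

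Exons of Asap1, Ptk2 and Agrn had a higher PSI in MNs than in NPCs. An exon of 9 nt in Asap1, a GTPase-activating protein of focal adhesions, rose from 7.1% in NPCs to 91.2% in MNs, and one of 21 nt in Ptk2, the focal adhesion kinase, from 24.1% to 99.2%. Agrn, an organizer of the neuromuscular synapse, rose from 23.4% to 90.1% by PSI, but by 6.53 points on junction reads. Of 125262 cassette exons measured in all 3 cell types, 700 changed both from ESCs to NPCs and from NPCs to MNs: 206 rose in both, 183 fell in both, 176 rose and then fell, and 135 fell and then rose.

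Exons that the event database lists as alternative changed more often than those it lists as constitutive, with 22.9% of 6750 against 1.28% of 120114 from ESCs to MNs, and 17.8% against 1.16% from NPCs to MNs. The alternative ones rose in 48.9% of cases from ESCs to MNs and the constitutive ones in 32.8%. From NPCs to MNs the difference kept at least 15 points on junction reads alone in 85.4% of the alternative and 28.4% of the constitutive exons, and from ESCs to NPCs in 79.1% and 25.3%. No skipping read stood in either library behind 438 of the constitutive exons from ESCs to MNs.

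The functional lists had changed exons in the other pairs too. From ESCs to MNs the share of genes was 62.2% for the cytoskeleton, 55.8% for cell junctions, 52.9% for axons, 51.7% for synapses, 51.4% for transcription, 51.2% for GTPase signaling, 51.2% for kinases, 43.6% for splicing and 4.92% for mitochondrial respiration, where random lists matched on junction reads and number of events had means of 29.5%, 33.5%, 30.9%, 28.4%, 30.4%, 33.7%, 28.6%, 21.5% and 4.87%. From ESCs to NPCs it was 51.8%, 43.4%, 40.0%, 36.1%, 40.5%, 31.7%, 40.5% and 30.4% in that order, and 1.64% for mitochondrial respiration, with random means of 18.6%, 21.5%, 20.1%, 18.5%, 19.5%, 21.7%, 18.7%, 13.0% and 2.05%. Ribosomal protein genes, the other control, had 2.67% in both pairs. Their random means were 2.74% from ESCs to MNs and 0.696% from ESCs to NPCs (percentile 94.8). Knockdown of PTBP2 alone in NPCs, of which the paper lists 120 cassette exons, gave 57 of 111 measured exons with the same sign from NPCs to MNs (51.4%, 95% interval 41.7 to 61.0), within the range of random sets (percentile 95.3). For the double knockdown in ESCs it was 273 of 346 (78.9%, 74.2 to 83.1) from ESCs to MNs. Pluripotency genes had a median NPC level of 4.29% of their ESC level.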
